# Modulation of microRNA processing by 5‐lipoxygenase

**DOI:** 10.1096/fj.202002108R

**Published:** 2020-11-17

**Authors:** Stella Uebbing, Marius Kreiß, Friederike Scholl, Ann‐Kathrin Häfner, Duran Sürün, Ulrike Garscha, Oliver Werz, Devaraj Basavarajappa, Bengt Samuelsson, Olof Rådmark, Beatrix Suess, Dieter Steinhilber

**Keywords:** cancer, Dicer, inflammation, leukotriene, miRNA, 5‐lipoxygenase

## Abstract

The miRNA biogenesis is tightly regulated to avoid dysfunction and consequent disease development. Here, we describe modulation of miRNA processing as a novel noncanonical function of the 5‐lipoxygenase (5‐LO) enzyme in monocytic cells. In differentiated Mono Mac 6 (MM6) cells, we found an in situ interaction of 5‐LO with Dicer, a key enzyme in miRNA biogenesis. RNA sequencing of small noncoding RNAs revealed a functional impact, knockout of 5‐LO altered the expression profile of several miRNAs. Effects of 5‐LO could be observed at two levels. qPCR analyses thus indicated that (a) 5‐LO promotes the transcription of the evolutionarily conserved miR‐99b/let‐7e/miR‐125a cluster and (b) the 5‐LO‐Dicer interaction downregulates the processing of pre‐let‐7e, resulting in an increase in miR‐125a and miR‐99b levels by 5‐LO without concomitant changes in let‐7e levels in differentiated MM6 cells. Our observations suggest that 5‐LO regulates the miRNA profile by modulating the Dicer‐mediated processing of distinct pre‐miRNAs. 5‐LO inhibits the formation of let‐7e which is a well‐known inducer of cell differentiation, but promotes the generation of miR‐99b and miR‐125a known to induce cell proliferation and the maintenance of leukemic stem cell functions.

**Abbreviations**
Ago: Argonaute
CML: chronic myeloid leukemia
dsRBD: double‐stranded RNA‐binding domain
FLAP: 5‐LO activating protein
5‐LO: 5‐lipoxygenase
5LOΔ: 5‐LO knockout
miRNA: micro‐RNA
MM6: Mono Mac 6 cell line
PAZ domain: Piwi‐Argonaute‐Zwille domain
PLA: proximity ligation assay
RISC: RNA‐induced silencing complex
TGFβ: transforming growth factor β

## 1 INTRODUCTION

MiRNAs are a class of noncoding RNAs which modulate the expression of most of the human protein‐coding genes by binding to specific target sites in the 3′ untranslated region of their target mRNA, resulting in degradation or translational repression. Their biogenesis is tightly regulated on multiple levels and dysregulation causes many human diseases.^1^ MiRNA biosynthesis involves processing of the primary miRNA (pri‐miRNA) transcript in the nucleus by the microprocessor complex consisting of Drosha and DGCR8. The resulting ~65 nucleotides long precursor miRNA (pre‐miRNA) which forms a hairpin structure is translocated to the cytoplasm via exportin 5 and further processed by Dicer to the ~22 nucleotides long mature miRNA duplex. The functional strand of the duplex is loaded onto an argonaute (AGO) protein to form the RNA‐induced silencing complex (RISC). The miRNA guides RISC to the 3′ untranslated region of target messenger RNAs (mRNAs) by base pairing, while the AGO protein recruits factors to induce translational repression, mRNA deadenylation, and subsequent mRNA decay.^1^

Dicer is a multidomain RNase III‐type endonuclease with a size of ~220 kDa comprising 1922 amino acids. The enzyme consists of an N‐terminal helicase domain, a DUF283 (domain of unknown function), PAZ (Piwi‐Argonaute‐Zwille) domain, two RNase III (RNase IIIa/b) domains, and a C‐terminal double‐stranded RNA‐binding domain (dsRBD). The helicase domain interacts with the stem‐loop of the pre‐miRNA and the PAZ domain binds to its end, while the two RNase III domains dimerize to form the nuclease core. The region between the PAZ and the RNase III domains functions as a “molecular ruler” and facilitates production of small RNAs of a distinct size.^1^, ^2^, ^3^, ^4^ Various proteolytic cleavages of Dicer have been described, we found recently that in monocytic cells an apparently constitutive proteolysis resulted in ≈50 and ≈170 kDa Dicer fragments.^5^

Dicer enzymatic cleavage activity can be modulated by several cofactors and RNA‐binding proteins.^6^, ^7^ For instance, Dicer interacts with PACT and TRBP (TAR RNA‐binding protein) which modulate its processing efficiency and adjust the length of mature miRNAs. However, the exact role of PACT remains unclear and these cofactors seems not to be essential for Dicer‐mediated pre‐miRNA processing.^1^ The RNA‐binding protein KSRP (KH‐type splicing regulatory protein) interacts with the terminal loop of various pre‐miRNAs and promotes Dicer‐mediated cleavage.^8^ In contrast to KSRP, LIN28 blocks Dicer processing by binding to the terminal loop of some members of the let‐7 family, inducing their oligouridylation.^9^ Furthermore, Dicer‐derived miRNA products can also regulate the enzyme via a negative feedback loop. A binding site for the let‐7a miRNA is located within the human DICER1 mRNA 3’UTR, consequently overexpression of let‐7a downregulates Dicer levels.^10^

Another protein that was identified to interact with human Dicer is 5‐lipoxygenase (5‐LO), an enzyme crucial for the biosynthesis of leukotrienes which are pro‐inflammatory lipid mediators.^11^, ^12^ 5‐LO catalyzes the conversion of arachidonic acid into leukotriene A_4_, which in turn is either converted to leukotriene B_4_ or to the cysteinyl leukotrienes, leukotriene C_4_, D_4_, and E_4_. Leukotrienes are involved in the host defense, as well as in acute and chronic inflammation, and the 5‐LO pathway might also play a role in cancer development.^13^ The pro‐inflammatory enzyme is mainly expressed in immune competent cells such as monocytes, macrophages, mast cells, neutrophils, granulocytes, dendritic cells, and B‐lymphocytes, and its expression increases upon myeloid cell differentiation.^14^ However, also hematopoietic stem and progenitor cells (HSPC) were shown to express 5‐LO.^15^ First hints that 5‐LO might be involved in the regulation of myeloid cell differentiation and stem cell maintenance came from the observation that 5‐LO is required for the aberrant self‐renewal capacity of leukemic stem cells in a BCR/ABL chronic myeloid leukemia model (CML), knockout of 5‐LO prevented CML development in the mice.^16^ Subsequently, it was found that 5‐LO is strongly upregulated in AML1/ETO‐positive AML and that loss of 5‐LO expression impaired cellular dysregulation caused by oncogenic fusion proteins (RUNX1‐ETO9a, MLL‐AF9, and PML‐RARα).^17^ A key role of 5‐LO for the maintenance of leukemic stem cells was also shown in a PML/RARα‐positive stem cell model of acute myeloid leukemia.^15^

5‐LO itself and proteins associated with the 5‐LO pathway were found to be miRNA targets. For example, miR‐135a and miR‐199a‐5p downregulate the 5‐LO activating protein (FLAP), whereas miR‐219‐2 functions as a regulator of 5‐LO in macrophages.^18^, ^19^ MiR‐193b‐5p inhibited 5‐LO expression in rat cerebral ischemia and 5‐LO is a direct target of miR‐19a‐3p and miR‐125b‐5p.^20^, ^21^

It was previously demonstrated that the C‐terminal 140 amino acids of Dicer (the double‐stranded RNA‐binding domain, dsRBD) interact with 5‐LO in a cell‐free environment and in transfected human cells.^11^ These results provided a first line of evidence for a link between miRNA processing and 5‐LO. However, a detailed functional analysis of the Dicer‐5‐LO interaction and consequently a possible modulation of the miRNA biogenesis by 5‐LO remained unexplored. Here, we demonstrate the interaction of Dicer and 5‐LO in situ and its functional impact on the expression level of miRNA let‐7e. Our results suggest that 5‐LO modulates expression of distinct miRNA clusters on the pri‐miRNA level as well as the processing of let‐7e by Dicer. This implicates another noncanonical function of an enzyme involved in lipid mediator biosynthesis, that is, to regulate gene expression by modulating miRNA processing.

## 2 METHODS

### 2.1 5‐LO knockout and knockdown generation

The production of the lentivirus and the subsequent lentiviral transduction was performed as previously described.^22^ Lentiviral particles were created by polyethylenimine‐based co‐transfection of HEK293T cells with a CRISPR/Cas9 and sgRNA containing vector (pLentiCRISPRv2‐5LO), a lentiviral gag/pol packaging vector (CMVDR8.91), and an envelope plasmid encoding the glycoprotein of vesicular stomatitis virus (VSV‐G) (pMD2.G, Addgene #12259). The resulting supernatant was sterile filtered (0.45‐μm pore‐size PVDF‐membrane filter; Millipore) and concentrated (100‐fold) by ultracentrifugation over a 20% (w/v) sucrose cushion (50 000*g*, 2 hours, 4°C) for transduction that was performed for 3 days with 50 µL lentivirus on 2 × 10^6^ Mono Mac 6 (MM6) cells. The transduced cells were then selected using 2 µg/mL puromycin (Thermo Fischer Scientific) for 1 week. For the generation of single cell clones the cells were counted and diluted to a concentration of 0.3 cells per well. Cells were seeded in a 96‐well round bottom plate (Greiner Bio‐One) and screened by microscopy for wells containing more than one cell. Only wells containing single cells were expanded for several weeks until a sufficient number of cells could be harvested for storage and validation. Cell clones without any 5‐LO signal were further analyzed on genomic level using Sanger sequencing of a PCR fragment spanning the guide RNA‐binding site at ALOX5 exon 2 (Figure S1A). The absence of the 5‐LO protein was verified by performing Western blots using an anti‐5‐LO antibody (monoclonal mouse anti‐5‐LO antibody 6A12 from in‐house production) (Figure S1B). Off‐target analysis revealed that the 5‐LO sgRNA is selective for 5‐LO with at least four mismatches to other genes (Table S1). Clones 3 and 15 which exhibit a frameshift on both chromosomes (denoted 5LOΔ MM6 cells) were used for the experiments. Since the results were comparable both clones were used throughout the study. Reagents were obtained from Sigma‐Aldrich if not stated otherwise. 5‐LO knockdown MM6 cells were prepared by infection of MM6 cells with lentivirus expressing shRNA against 5‐LO (NM_000698.1‐1039s1c1) as described. Knockdown efficiency is shown in Figure S1C, and in ref.^23^ Control knockdown cells were obtained with lentivirus derived from the pLKO.1‐puro nontarget shRNA vector (Sigma‐Aldrich SHC002).

### 2.2 Cell culture

Wild‐type (DSMZ, ACC 124), 5‐LO knockdown MM6 cells,^23^ and 5‐LO knockout MM6 cells were grown in glutamine containing RPMI 1640 medium (supplemented with 10% (v/v) heat inactivated FCS, 10 µg/mL insulin, 1 × MEM nonessential amino acids, 1 mM sodium pyruvate, 1 mM oxaloacetate, 100 U/mL penicillin, and 100 µg/mL streptomycin) at 37°C and 5% CO_2_. For differentiation experiments, cells were cultured with 1 ng/mL transforming growth factor β (TGF‐β) (Peprotech) and 50 nM calcitriol for 96 hours.

### 2.3 Sequencing of small noncoding RNAs

Total RNA was extracted with TRIzol (Invitrogen) and treated with DNase I (Invitrogen) according to the manufacturer's protocol. The cDNA libraries were generated from 1 µg total RNA using the small RNA‐Seq Library Prep Kit (Lexogen) according to the manufacturer's instructions. Then, the libraries were mixed equimolarly and size selected for pre‐ and mature miRNA (130‐260 bp including 126 bp linkers) by agarose gel electrophoresis. The RNA and cDNA quality and purity were verified using the Agilent 2100 bioanalyzer (Agilent). Finally, single end sequencing was performed on a NextSeq500 (Illumina) with a read length of 75 bp. The obtained sequences were analyzed with omiRas,^24^ a web tool for annotation and differential expression analysis of noncoding RNAs derived from small RNA sequencing experiments. For proper annotation of the sequences to the human genome (hg19 UCSC) reads have been trimmed for the adapters of the small RNA‐Seq Library Prep Kit (Lexogen).

### 2.4 Analysis of primary and mature miRNAs

Total RNA isolation was carried out with the miRNeasy Mini Kit including DNase digestion (Qiagen) according to the manufacturer's protocol. The miScript II RT Kit (Qiagen) and the miScript SYBR Green Kit (Qiagen) were used for reverse transcription and qPCR analysis of mature miRNA according to the manufacturer's instructions. RNU6 served as an endogenous control. To analyze primary miRNA, total RNA was reverse transcribed using the High‐Capacity RNA‐to‐cDNA Kit (Applied Biosystems) and qPCR was performed using Fast SYBR Green PCR Master Mix (Applied Biosystems) according to the manufacturer's protocol. β‐Actin served as an endogenous control. All qPCR experiments were carried out on a StepOnePlus device (Applied Biosystems). The primer sequences are: β‐actin fwd CGGGACCTGACTGACTACCTC, β‐actin rev CTTCTCCTTAATGTCACGCACG, pri‐let‐7a‐1_fwd GTTTTGGGTGGTCTTGGAGA, pri‐let‐7a‐1_rev TGAGGGCAAAGCTGAAATCT, pri‐let‐7a‐2_#1_fwd AGGGGAAGGGCAGTAAGTGT, pri‐let‐7a‐2_#1_rev TGACCCCCAGAATAAGAACG, pri‐let‐7a‐2_#2_fwd TACCCATTCCATTTCCTCCA, pri‐let‐7a‐2_#2_rev TTGAGGCTCCCTCAGAGTGT, pri‐let‐7a‐2_#3_fwd GTGCTGGAGCAGGAGATAGG, pri‐let‐7a‐2_#3_rev CAGCCTTTACTGGGCAAAAC, pri‐let‐7a‐3_fwd GTCACAGGGCTGCGAGTATT, pri‐let‐7a‐3_rev TGTCTGCCTTCAGATTGTGC, pri‐let‐7c_fwd TGAGGCTGAATGCAATTGACT, pri‐let‐7c_rev GGCAGCCATACACCTAAGGG, pri‐let‐7e_fwd CCTCCTTCCCCTGAAATCTG, pri‐let‐7e_rev GGGGCAGAGACCTAGAAAGC, pri‐let‐7f‐2_fwd GGACAGAGTTGCAGTCAGGA, pri‐let‐7f‐2_rev CGACTGGCTCTGTTCAGGTT, gRNA‐5LO_fw CACCGTGGATCACCGGCGATGTCG, gRNA‐5LO rev AAACCGACATCGCCGGTGATCCAC, sgRNA‐5LO (with PAM) TGGATCACCGGCGATGTCGAGG.

### 2.5 Immunofluorescence microscopy and proximity ligation assay

Differentiated MM6 cells were seeded onto poly‐d‐lysine coated coverslips (Kleinfeld Labortechnik), and cultured for 30 minutes at 37°C. Cells were fixed with 4% of paraformaldehyde solution and permeabilized with acetone and 0.25% of triton X‐100 before blocking with nonimmune goat serum (Invitrogen). Samples were incubated with rabbit polyclonal anti‐dicer (Bethyl lab) (1:1000) and mouse 6A12 anti‐human‐5‐LO antibody (Goethe University Frankfurt) (1:1000). Dicer and 5‐LO were stained with Alexa Fluor 488 goat anti‐rabbit (1:1000) (Invitrogen) and Alexa Fluor 555 goat anti‐mouse antibody (Invitrogen) (1:1000). DAPI (Invitrogen) was used to stain the nucleus. Image acquisition was performed using an Axiovert 200M microscope (Carl Zeiss), a Plan Neofluar X100/1.30 Pol (DIC III) objective (Carl Zeiss), and an AxioCam MR camera (Carl Zeiss).

For proximity ligation assay differentiated MM6 cells were fixed, permeabilized, and incubated with primary antibodies as described for IF microscopy. The Duolink In Situ Red Starter Kit Mouse/Rabbit (Sigma‐Aldrich) was performed following the manufacturer's instructions. Nuclear DNA was stained with DAPI (Invitrogen). An Axiovert 200M microscope (Carl Zeiss), a Plan Neofluar X100/1.30 Pol (DIC III) objective (Carl Zeiss), and an AxioCam MR camera were used to analyze PLA interaction signals by immunofluorescence microscopy.

### 2.6 In vitro Dicer activity assay

Bacterial expression and purification of His‐tagged human Dicer fragment 1650‐1912 and in vitro Dicer assay were performed as previously described.^11^ Pre‐miRNAs were in vitro transcribed as pre‐miRNA‐HDV fusion controlled by a T7 promoter by run‐off transcription from a plasmid. To allow efficient in vitro transcription by T7 polymerase, the first nucleotide of the pre‐miRNA was changed to guanine residues. In order to obtain the correct secondary structure of the precursor miRNA, the corresponding nucleotides of the base pair were changed to uracil residues. The resulting pre‐miRNA sequences are: pre‐miR‐99: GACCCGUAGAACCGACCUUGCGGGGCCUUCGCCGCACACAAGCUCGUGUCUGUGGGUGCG pre‐let‐7e: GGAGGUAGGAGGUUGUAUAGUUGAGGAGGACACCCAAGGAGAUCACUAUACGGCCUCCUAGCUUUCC pre‐miR‐125a: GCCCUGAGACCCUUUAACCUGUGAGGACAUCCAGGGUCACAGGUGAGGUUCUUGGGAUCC). For cloning, two overlapping oligonucleotides were designed and cloned into a high copy vector carrying the HDV ribozyme using the restriction enzymes EcoRI and NcoRI straight after hybridization. The sequence of the T7 promoter AATTCTAATACGACTCACTATA was attached 5’ to the pre‐miRNAs. All sequences of the oligonucleotides and plasmids used are available upon request. For in vitro transcription, 100 µg HindIII‐linearized plasmid was incubated in 200 mM Tris‐HCl (pH 8.0), 20 mM magnesium acetate, 20 mM DTT, 2 mM spermidine with 6.25 μL T7 polymerase (homemade), and 4 mM each of ATP, CTP, GTP, and UTP at 37°C overnight. The resulting RNA was gel purified, dephosphorylated, and end labeled using γ‐[^32^P]ATP according to the manufacturer's instructions.

Prior addition of labeled pre‐miRNA substrates, 0.05 µM purified Dicer 1650‐1912 protein was preincubated at 21°C for 5 minutes without or with increasing amounts (0.05‐5 µM) of human recombinant 5‐LO^25^ in 20 µL reaction buffer containing 20 mM Tris‐HCl (pH 7.5), 5 mM magnesium chloride, 1 mM DTT, 1 mM ATP, and 150 µM BSA. After incubation at 37°C for 1 hour, the reaction was stopped by adding formamide loading dye containing 25 mM EDTA. The samples were analyzed by denaturing urea‐PAGE and phosphoimaging. Alkaline and T1 ladders were generated and used as size markers.

## 3 RESULTS

### 3.1 Sequencing of small noncoding RNAs reveals an influence of 5‐LO on miRNA expression

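Mono Mac 6 (MM6) is a human monocytic cell line, and 5-LOΔ MM6 cells are clones of it in which CRISPR/Cas9 was used to knock out ALOX5, the gene for 5-LO. ALOX5 lies on the forward strand of chromosome 10 from 45869624 to 45941567 (GRCh37, the hg19 build named in the methods). The guide and its PAM as listed in the methods, TGGATCACCGGCGATGTCGAGG, matched the gene once, on its forward strand from 45878087 to 45878108, inside exon 2 of the 14 exons of the canonical transcript. With 20 bases on either side the site reads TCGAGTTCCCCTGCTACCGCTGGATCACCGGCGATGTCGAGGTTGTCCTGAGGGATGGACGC. The sample labels do not name the clone behind each knockout library, and small RNA sequencing does not measure the ALOX5 transcript, so the genotype of the libraries was not checked from the sequencing data.
The authors made 3 libraries from wild-type and 3 from 5-LOΔ MM6 cells, all differentiated with 1 ng/mL TGF-β and 50 nM calcitriol. The duration is given as 3 days in the legend of Figure 1, as 72 h in the sample labels and as 96 h in the methods. TGF-β and calcitriol drive the maturation of these cells and induce 5-LO. The authors size-selected the libraries for precursor and mature miRNA, trimmed the adapters and annotated the reads against the human genome with the web tool omiRas. For each noncoding RNA they deposited the mean of the normalized counts of each genotype, the log2 fold change, a p-value and a false discovery rate (FDR). The paper's text does not name the test or the scaling behind these columns. The table holds means and not the values of single libraries, so means are given without an SD, no new test between the genotypes was fitted, and every p-value and FDR quoted from the sequencing is the authors'.
The authors' means summed to 10757419 normalized counts in wild-type and 12142907 in 5-LOΔ MM6 cells over all noncoding RNAs. A mean of 3 libraries of whole reads, each divided by its own size factor, can take only certain values, and this was used to recover relative depths. Size factors of 1.25, 1.02 and 0.883 for the wild-type and 1.34, 0.945 and 0.725 for the 5-LOΔ libraries expressed every mean of at most 10 (378 wild-type and 439 knockout values) as whole reads in exactly 1 way, within the rounding of the 6 digits given. When each value was first moved slightly off its printed value, whole reads came out for 0.265% of the wild-type and 0.456% of the knockout values. The recovered libraries have no replicate number. From the size factors a counting error was computed for every mean, and 95% intervals built from it cover the sampling of reads only, not the spread between replicates. Mature miRNAs with a mean of at most 10 seldom had exactly 1 read in a library, with 41 such values against 346 of exactly 2 reads over the 12 libraries with and without LPS, so a mean listed at 0 does not exclude single reads.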

To investigate a functional impact of 5‐LO on the miRNA biogenesis we performed sequencing of small noncoding RNAs in differentiated wild‐type and 5‐LOΔ MM6 cells to screen for miRNAs, whose expression profile is changed by the 5‐LO knockout. 

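The table without LPS lists 1231 noncoding RNAs. They comprise 359 piRNA entries, 287 snoRNAs, 285 mature miRNAs, 236 miRNA precursors, 57 tRNAs, 4 small cytoplasmic RNAs (scRNAs) and 3 rRNAs. Of these, 186 were listed at 0 in wild-type cells and 131 at 0 in 5-LOΔ MM6 cells. Precursor and mature entries count overlapping reads. Of the 187 precursors with a mature arm of the same name in the table, 118 had wild-type and knockout means equal to the sum of their arms within 0.01%.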

The web‐based annotation tool omiRas^24^ aligned 1231 noncoding sequences to the human genome. Approximately 23% of the mapped noncoding RNAs were identified as mature miRNAs (Figure S2) and subjected to further analysis. 

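The 285 mature miRNAs are 23.2% of the entries. By abundance, they made up 0.952% of the summed means in wild-type and 0.934% in 5-LOΔ MM6 cells, a difference of -0.0184 percentage points. Most of the signal came from snoRNAs, with 64.4% in wild-type and 59.4% in knockout cells, followed by rRNAs (16.8% and 22.5%) and piRNA entries (16.1% and 15.6%). Among the mature miRNAs, miR-3607-3p (22225 normalized counts) and miR-3607-5p (22198) had the highest wild-type means, for which they were picked out after their values were seen, and together held 43.4% of the mature miRNA sum in wild-type and 35.8% in knockout cells. Their hairpin gene MIR3607, on chromosome 5 from 85916323 to 85916385, is annotated as a snoRNA in GENCODE and lies in an exon of COX7C. Without these 2 entries the mature share was 0.539% in wild-type and 0.599% in knockout cells, a difference of 0.0601 percentage points in the opposite direction. Entries without a matched gene were not checked for a snoRNA annotation and stayed in. miR-1291 (9633 normalized counts in wild-type and 11289 in knockout cells) is such an entry. The shares come from 1 mean per genotype, so whether they differ beyond the spread between replicates could not be tested.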

The data set has been deposited to the GEO database, record GSE152901.

Figure 1 displays the differential expression of all identified miRNAs in differentiated 5‐LOΔ MM6 cells compared to differentiated wild‐type cells. 

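Of the 285 mature miRNAs, 206 had a finite log2 fold change, while 43 were listed at 0 in wild-type and 36 at 0 in 5-LOΔ MM6 cells. In the authors' deposited table, 12 mature miRNAs had an FDR under 0.05, and 10 of these were higher and 2 were lower in knockout cells. An unadjusted p-value under 0.05 was listed for 30 mature miRNAs in the authors' deposited table. The 2 lower ones were let-7e-5p and miR-99b-5p. The higher ones were let-7a-5p, let-7b-5p, let-7i-5p, miR-25-3p, miR-30d-5p, miR-30e-3p, miR-31-5p, miR-92a-1-5p, miR-101-3p and miR-181a-2-3p. Adjusting the p-values of the authors' deposited table by Benjamini-Hochberg over the mature miRNAs alone, in place of all noncoding RNAs, left 7 of the 12 under 0.05, 5 higher and 2 lower. When the 50 lowest and the 50 highest finite log2 fold changes were ranked, the lower ones ran from -2.48 to -0.40 and the higher ones from 0.61 to 2.74. The depth behind this ranking was uneven. Of its 100 miRNAs, 51 rested on fewer than 20 reads over the 6 libraries and 27 on fewer than 10, with a median of 19 reads. Only 11 of the 100 had an FDR under 0.05 in the authors' deposited table. At the upper end, miR-577 had 2 recovered reads in the wild-type libraries, both in 1 library, and 13 in the knockout libraries. At the lower end, all 8 wild-type reads of miR-26b-3p and all 7 of miR-1908 came from a single library.

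**Figure D1:**
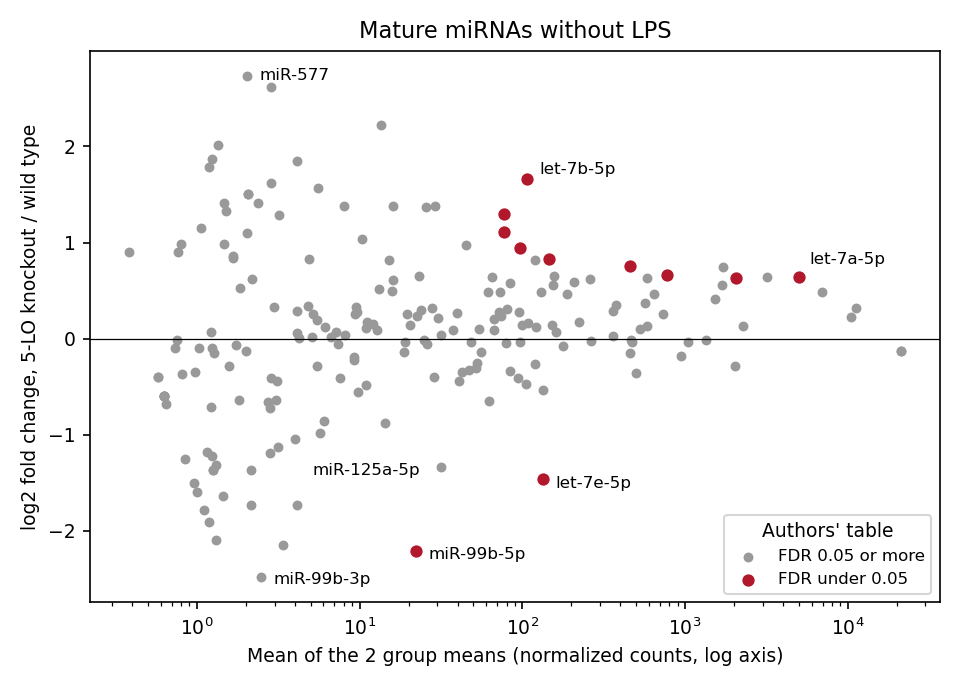
Log2 fold change of each mature miRNA with a finite value (5-LOΔ over wild type, without LPS, vertical axis) against the mean of its normalized counts in both genotypes on a log10 axis (horizontal). Red points are the 11 miRNAs of finite value with an FDR under 0.05 in the authors' deposited table and gray points all others; miR-31-5p, at 0 in wild type, has no point. The spread of the fold changes is widest at the lowest means.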

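miR-99b-5p fell from 36.5 normalized counts in wild-type to 7.88 in 5-LOΔ MM6 cells (the authors' means), a log2 fold change of -2.21 with a counting standard error of 0.33 and a 95% counting interval from -2.87 to -1.55. Its FDR in the authors' deposited table was 0.00933, and the 3 knockout libraries held 18, 7 and 2 reads. In units normalized for library size these are 13.5, 7.41 and 2.76, all under the wild-type mean. Without the knockout library of the largest size factor the log2 fold change was -2.84, and without each of the other 2 knockout libraries it was -2.17 and -1.80. miR-99b-3p fell from 4.19 to 0.748 normalized counts, a log2 fold change of -2.48 with a 95% counting interval from -4.58 to -0.39. This rests on 14 wild-type reads (9, 2 and 3 per library) and 3 knockout reads, all 3 of them in the library of the largest size factor, so that without this library the knockout mean is 0. Without the wild-type library of the largest size factor, which held 9 of the 14 wild-type reads, the log2 fold change was -1.84. The FDR in the authors' deposited table was 0.716. Among the 206 miRNAs with a finite value, -2.48 and -2.21 were the lowest log2 fold changes. For the 36 miRNAs listed at 0 in knockout cells no fold change can be given, and the highest wild-type mean among them was 3.15 normalized counts (miR-330-3p, picked out after its value was seen).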

The strongest decrease by 5‐LO knockout was found for miR‐99b where similar effects were observed for both strands, that is, miR‐99b‐3p and miR‐99b‐5p (Figure 1, upper two lanes). 

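In GRCh37 the hairpin genes MIR99B (52195865 to 52195934), MIRLET7E (52196039 to 52196117) and MIR125A (52196507 to 52196592) follow one another on the forward strand of chromosome 19 and span 728 bp. The first pair is separated by 104 bp and the second by 389 bp. All lie within the protein-coding gene SPACA6 (52191599 to 52215640, same strand). Of the 15 annotated SPACA6 transcripts, 2 span the cluster and hold all 3 hairpins in an intron. Of the others, 1 starts at 52196583 with an exon that overlaps the end of MIR125A, and the remaining 12 start beyond the hairpins. On the reverse strand, exons of the lncRNA gene SPACA6-AS1 overlap all 3 hairpins. The DNA sequence of the miR-99b hairpin is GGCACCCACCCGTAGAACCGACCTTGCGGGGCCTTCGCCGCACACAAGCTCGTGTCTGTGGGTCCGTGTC. That of the let-7e hairpin is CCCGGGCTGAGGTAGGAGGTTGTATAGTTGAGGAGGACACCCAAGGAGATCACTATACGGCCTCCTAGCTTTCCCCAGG. That of the miR-125a hairpin is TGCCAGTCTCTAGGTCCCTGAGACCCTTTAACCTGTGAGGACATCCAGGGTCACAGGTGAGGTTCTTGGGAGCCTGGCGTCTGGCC.

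**Figure D2:**
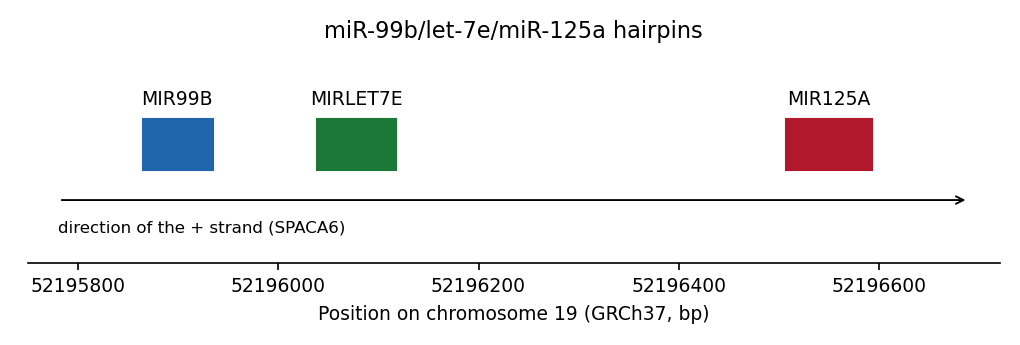
Map of the miR-99b/let-7e/miR-125a cluster on chromosome 19 (GRCh37, horizontal axis in bp). Boxes are the annotated hairpins drawn to scale, the arrow gives the direction of the forward strand, on which SPACA6 also lies, and the 3 hairpins span 728 bp.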

The miR‐99b is located on chromosome 19 clustered together with the miRNAs let‐7e and miR‐125a.^26^ 

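let-7e-5p had 197 normalized counts in wild-type and 71.2 in 5-LOΔ MM6 cells (the authors' means), a log2 fold change of -1.46 with a counting standard error of 0.12. It had the lowest FDR of all mature miRNAs in the authors' deposited table, 0.000674. miR-125a-5p had 45.5 normalized counts in wild-type and 18.0 in knockout cells, a log2 fold change of -1.34 (counting standard error 0.24). The authors' deposited table lists an unadjusted p-value of 0.0357 and an FDR of 0.269 for miR-125a-5p, and the FDR stayed above 0.05 under every adjustment that keeps it, from 0.149 to 0.363 (a minimum mean of 50 removes it). The knockout libraries of miR-125a-5p differed widely, with 48, 12 and 4 reads, or 35.9, 12.7 and 5.52 once normalized for library size. Without the first of these, the library of the largest size factor, the log2 fold change was -2.32, and without each of the others -1.14 and -0.91. These reads were recovered from a mean between 10 and 20, where the recovery rests on weaker evidence. The other arms were near the detection limit. let-7e-3p had 4 reads in the wild-type libraries and miR-125a-3p also 4, and both were listed at 0 in knockout cells, so no fold change was computed for either. The 22 nt from the start of the let-7 seed differ between let-7e and let-7a by 1 base (G9T, let-7e as reference, counted from the 5′ end), so the assignment of reads between them depends on the mismatches allowed, which the paper's text does not give.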

The expression of let‐7e‐5p and miR‐125a‐5p was also affected by 5‐LO knockout. 

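let-7a-5p rose from 3886 normalized counts in wild-type to 6075 in 5-LOΔ MM6 cells (the authors' means), a log2 fold change of 0.64 with an FDR of 0.0321 in the authors' deposited table. let-7b-5p rose from 51.4 to 163 normalized counts, a log2 fold change of 1.67 with an FDR of 0.0170 in the authors' deposited table. The counting standard errors were 0.02 and 0.13, and the error between replicates is not known for either. Mature let-7a is encoded by MIRLET7A1 on chromosome 9 (96938234 to 96938325), MIRLET7A2 on chromosome 11 (122017229 to 122017301) and MIRLET7A3 on chromosome 22 (46508629 to 46508702), and its count does not tell these genes apart. MIRLET7B lies on chromosome 22 from 46509566 to 46509648, in an exon of the lncRNA gene MIRLET7BHG like MIRLET7A3. The first 22 nt of let-7b differ from let-7a at A17G and A19G (let-7a as reference).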

Of note, 5‐LO knockout increased the expression of several related miRNAs, for example, let‐7a and let‐7b‐5p (Figure 1). These miRNAs, along with let‐7e‐5p, belong to the let‐7 family, which are known to influence developmental timing, tumor suppressor functions, and self‐renewal of stem cells.^27^

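The table without LPS holds 9 members of the family as 5p arms or under the family name, let-7a to let-7g, let-7i and miR-98-5p. Of these, 8 were higher in 5-LOΔ MM6 cells, with log2 fold changes from 0.26 (miR-98-5p) to 1.67 (let-7b-5p), and only let-7e-5p was lower. The median was 0.49. In the authors' deposited table, 4 members had an FDR under 0.05, which were let-7a-5p, let-7b-5p and let-7i-5p on the higher side and let-7e-5p on the lower side. Together the members rose from 13673 to 19709 normalized counts, or from 13.4% to 17.4% of the mature miRNA sum. To describe whether the list stands apart from other miRNAs, its median was set against 10000 random lists of 9 mature miRNAs of similar mean expression. It lay at percentile 94.2 of these lists, and at percentile 97.0 without let-7e-5p. As let-7e-5p is the only lower member, the rise without it follows from that choice and adds no support. In the table with LPS the percentiles were lower, 75.4 and 84.1. let-7c and let-7f each differ from let-7a by 1 base over the 22 nt compared. Depending on the mismatches allowed, such members can share reads, so the 9 are not separate observations. Rescaling the genotypes to equal sums of all means lowered the family median to 0.31, and rescaling to equal mature miRNA sums lowered it to 0.34. In both cases 8 members were still higher and let-7e-5p lower.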

**FIGURE 1:**
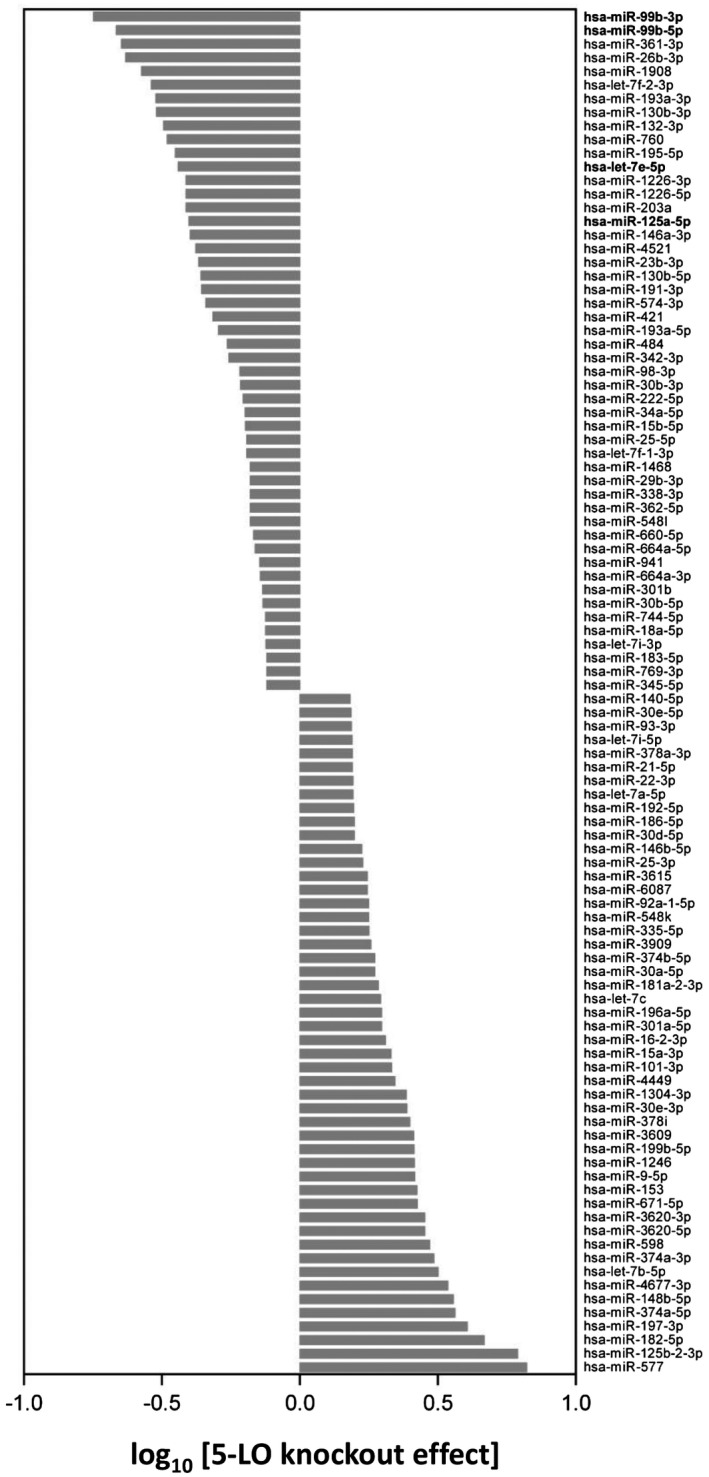
Deep sequencing of small noncoding RNAs reveals 5‐LO effects on miRNA expression. Sequencing of small noncoding RNAs was carried out on an Illumina platform in wild‐type and 5LOΔ MM6 cells which were differentiated with 1 ng/mL TGF‐β and 50 nM calcitriol for 3 days. The omiRas tool^24^ was used for analysis of the data. Differences in the miRNA expression profile between differentiated 5LOΔ MM6 cells and differentiated wild‐type cells of the 100 most influenced miRNAs are reported. The effect of 5‐LO knockout was calculated as the base 10 logarithm of the fold change of the mean of normalized counts. Results are representative for three independent experiments

### 3.2 5‐LO‐dependent induction of miR‐99b‐5p and miR‐125a‐5p expression

In order to investigate 5‐LO effects on the miR‐99b/let‐7e/125a cluster, qRT‐PCR analysis was performed in undifferentiated and differentiated wild‐type and 5‐LO‐knockdown MM6 cells which we used previously for studying the 5‐LO pathway.^23^ In 5‐LO knockdown cells, expression of the three miRNAs of the cluster (miR‐99b, let‐7e, and miR‐125a) was not affected over a differentiation period of 4 days (Figure 2). In contrast, induction of MM6 cell differentiation and 5‐LO expression in wild‐type cells by calcitriol and TGF‐β significantly induced miR‐99b and miR‐125a expression (Figure 2A,C) with a time course similar to that previously described for the upregulation of 5‐LO protein in MM6 cells.^28^ Interestingly, let‐7e expression was not significantly induced during MM6 cell differentiation and showed comparable expression levels as in 5‐LO knockdown cells (Figure 2B). Thus, 5‐LO significantly increases the level of the mature miR‐99b and miR‐125a but has no effect on the third member of the cluster, let‐7e. These experiments were performed early in the study. The subsequent RNA‐Seq analysis indicated that let‐7e expression is similarly downregulated by 5‐LO knockout as miR‐99b and miR‐125a. 

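The relative fall of the cluster members can be compared within the table without LPS as ratios, which do not depend on the scaling between genotypes. The ratio of let-7e-5p to miR-99b-5p was 5.40 in wild-type and 9.04 in 5-LOΔ MM6 cells, a log2 change of 0.74 (95% counting interval 0.05 to 1.44). The ratio of let-7e-5p to miR-125a-5p was 4.32 and 3.95, a log2 change of -0.13 (-0.65 to 0.39), which is within the counting error. The ratio of miR-125a-5p to miR-99b-5p was 1.25 and 2.29, a log2 change of 0.87 (0.07 to 1.68). Both ratios to miR-99b-5p have a lower bound near 0, and the spread between replicates is not included. In the table with LPS, the log2 changes were 0.53 (-0.18 to 1.24) for let-7e-5p to miR-99b-5p, -0.21 (-0.67 to 0.25) for let-7e-5p to miR-125a-5p and 0.74 (-0.04 to 1.52) for miR-125a-5p to miR-99b-5p, all within the counting error. With 1 knockout library left out at a time, the change of miR-125a-5p against miR-99b-5p without LPS ran from 0.52 to 1.03, and the other 2 ratios could not be recomputed in this way. Adding 0.1, 1 or 10 to every mean moved the change of let-7e-5p against miR-99b-5p without LPS from 0.74 to 0.73, 0.62 and 0.031. From the sequencing, the paper states that let-7e was downregulated to a similar degree as its cluster partners.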

In order to check whether this difference could be due to 5‐LO knockout (Figure 1) vs knockdown (Figure 2), the cluster was analyzed by qRT‐PCR also in the 5‐LOΔ MM6 cells.

**FIGURE 2:**
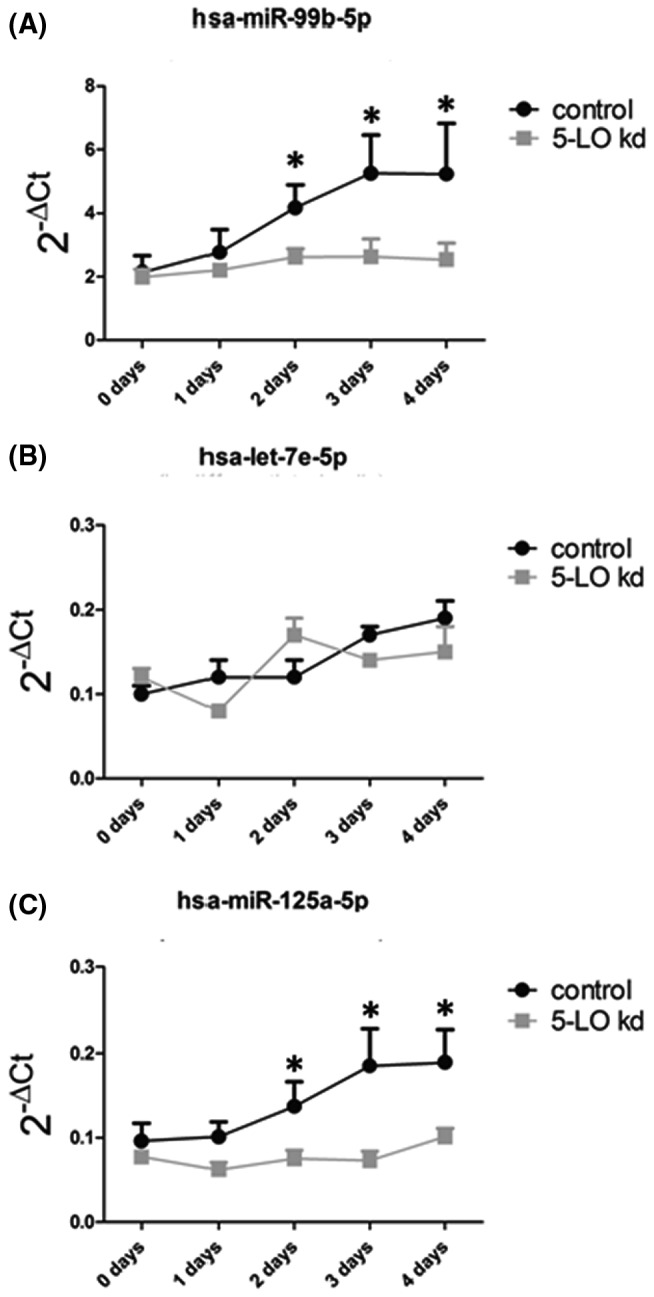
qRT‐PCR analysis of miR‐99b‐5p, let7e‐5p, and miR‐125a‐5p expression in 5‐LO knockdown and control knockdown MM6 cells. MM6 cells were differentiated with 1 ng/mL TGF‐β and 50 nM calcitriol for the indicated times, RNA was extracted, and the expression of the miRNAs was determined by qRT‐PCR. A, miR‐99b‐5p, (B) let‐7e‐5p, and (C) miR‐125a‐5p levels. The data are given as 2^−ΔCt^ values normalized to U48. Values are expressed as mean + SE, n = 4

### 3.3 5‐LO modulates the processing of distinct miRNAs

qRT‐PCR analysis of wild‐type and 5‐LOΔ MM6 cells revealed that 5‐LO knockout strongly downregulates expression of miR‐99b‐5p and miR125a, whereas let‐7e expression is not affected (Figure 3A) confirming the results obtained with the MM6 5‐LO knockdown cells. The selective regulation of distinct miR cluster members was surprising since all three miRNAs are synthesized from the same pri‐miR‐99b/let‐7e/125a mRNA. The overall effect of 5‐LO on the miRNA expression profile includes possible 5‐LO effects at transcriptional and miRNA maturation levels. To further characterize the effects of 5‐LO, we performed qRT‐PCR experiments with differentiated wild‐type and 5LOΔ MM6 cells and compared the relative expression levels of mature miRNAs with their primary transcripts. As shown in Figure 3C, the expression of pri‐let‐7e (miR‐99b/let‐7e/miR‐125a) is reduced by the 5‐LO knockout, to 0.2‐fold compared to wild‐type cells. Thus, 5‐LO stimulates the expression of the pri‐miRNA for miR‐99b, let‐7e, and miR‐125a by about fivefold. The mature miRNA levels were normalized to the relative change of corresponding primary miRNA (Figure 3B marked with +). This normalization allows the separation of the overall effect of 5‐LO on the miRNA expression level into transcriptional effects and effects on miRNA maturation. The normalized data show that knockout of 5‐LO upregulates the maturation of miRNAs let‐7e‐5p and let‐7e‐3p (augmented 6.7‐fold and 8.2‐fold, respectively) while no effect was found for the other two cluster members miR‐99b and miR‐125a (Figure 3B). Interestingly, 5‐LO knockout did not discriminate between the let‐7e strands, the expression of let‐7e‐5p and let‐7e‐3p were similarly augmented in cells lacking 5‐LO.

**FIGURE 3:**
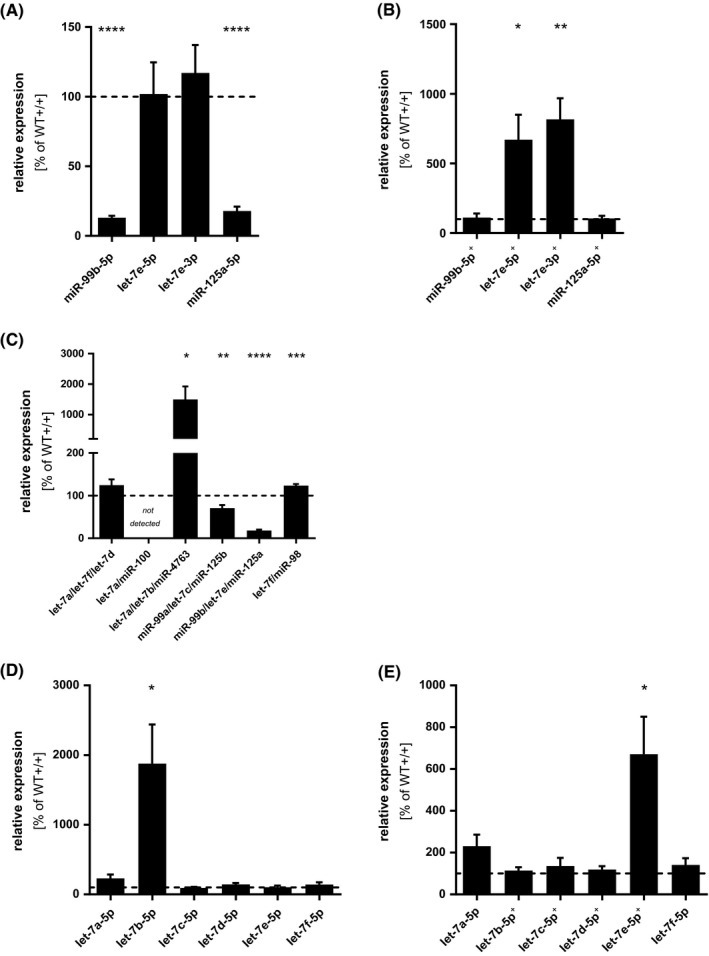
5‐LO modulates the processing of miRNAs. qRT‐PCR was used to determine the expression levels of mature miRNA (A,B,D,E) and primary miRNA (C) in wild‐type and 5LOΔ MM6 cells, differentiated with 1 ng/mL TGF‐β and 50 nM calcitriol for 4 days. The data are presented relative to differentiated wild‐type MM6 cells, set as 100%. If indicated (^+^), mature miRNA levels are also normalized to the changes of the corresponding primary miRNA levels. U6 (mature miRNA) or β‐actin (primary miRNA) was used as reference gene. Results are displayed as mean + SE and are representative for at least three independent experiments. (*P < .05, **P < .01, ***P < .001, ****P < .0001; two‐tailed unpaired *t* test)

In addition to the miR‐99b/let‐7e/miR‐125a cluster we analyzed also the related let‐7 miRNA family. Analysis of the mature miRNAs revealed that 5‐LO knockout strongly induces let‐7b‐5p expression (Figure 3D). This correlates with the 15‐fold upregulation of the corresponding pri‐miRNA (let‐7a/let‐7b/miR‐4763, see Figure 3C), and after normalization to the change of the pri‐miR, there was no effect of 5‐LO knockout on let‐7b‐5p (Figure 3E). No normalization could be performed for let‐7a since this miRNA is encoded by three different genes. Thus, 5‐LO knockout upregulates let‐7b expression at the pri‐miRNA level. No significant 5‐LO effects were observed on the other let‐7 miRNAs (Figure 3D,E).

5‐LO differently affects the pri‐miRNA expression of the let‐7 family members (Figure 3C). The expression levels of pri‐let‐7a‐3 (let‐7a/let‐7b/miR‐4763) and pri‐let‐7f‐2 (let‐7f/miR‐98) are elevated in cells lacking 5‐LO by 15‐fold and 1.2‐fold, respectively, suggesting that 5‐LO negatively regulates expression of these clusters. However, the expression of pri‐let‐7c (miR‐99a/let‐7c/miR‐125b) (to 0.7‐fold) and pri‐let‐7e (miR‐99b/let‐7e/miR‐125a) (to 0.2‐fold) is reduced by the 5‐LO knockout.

Taken together, 5‐LO knockout affects neither the maturation of any other let‐7 family member, nor that of miR‐99b‐5p and miR‐125a‐5p, at least under the conditions tested in this study. Thus, 5‐LO specifically inhibits the maturation of let‐7e but not the other let‐7 family members. The effects of 5‐LO on the expression of the respective pri‐miRNAs and the mature miRNAs in MM6 cells are summarized in Table 1.

**TABLE 1:** Regulation of the expression of the miR‐99b/let‐7e/125a cluster and let‐7 by 5‐LO in MM6 cells

	miR‐99b	let‐7e	miR‐125a	let‐7a	let‐7b	let‐7c	let‐7d	let‐7f
Pri‐miRNA	↑			–	↓	→	→	→
Processing	→	↓	→	→	→	→	→	→
Final outcome	↑	→	↑	↓	↓	→	→	→

Note

Changes higher than twofold (qRT‐PCR) by 5‐LO expression are indicated by up/down arrows.

It was also tested whether the modulation of the miRNA processing by 5‐LO requires an enzymatically active form of the protein. Two inhibitors of leukotriene formation (Zileuton at 1 µM, MK886 at 0.1 µM) did not interfere with the miRNA pathway modulating activity of 5‐LO. Compared to the 5‐LO knockout effects (Figure 3B) only small changes of the relative expression levels of miR‐99b‐5p, let‐7e‐5p, and miR‐125a‐5p were observed (Figure S4A,B).

Our results thus demonstrate that 5‐LO has opposing effects on the expression of the miR‐99b/let‐7e/miR‐125a cluster and on the maturation of the let‐7e miRNA (see Figure 3C,B). Finally, the expression levels of the mature miRNAs miR‐99b‐5p and miR‐125a‐5p are strongly decreased (10‐fold and 5‐fold, respectively) by the 5‐LO knockout. However, the expression level of let‐7e remains unchanged due to the counteracting impacts of 5‐LO. 5‐LO knockout decreases pri‐miR 99b/let‐7e/125a expression but increases let‐7e processing by Dicer to a similar extent. Thus, 5‐LO knockout leads to the downregulation of miRNA‐99b and ‐125a, whereas let‐7e expression is kept rather constant (compare Figure 2).

### 3.4 In situ colocalization and interaction of 5‐LO and Dicer

The search for 5‐LO interaction partners with the yeast two hybrid system revealed Dicer as a potential candidate and subsequent studies confirmed this interaction in vitro.^11^, ^29^ In order to demonstrate the in situ interaction of 5‐LO and Dicer, we assessed their subcellular localization by immunofluorescence microscopy. 5‐LO is known to be highly expressed in differentiated myeloid cells. Therefore, we utilized the MM6 cell line which is known to exhibit a strong increase in 5‐LO expression upon 4 days treatment with the differentiation stimuli TGF‐β and calcitriol (Figure S1).^28^ Figure 4 illustrates the immunofluorescence results, showing that differentiated wild‐type MM6 cells express both 5‐LO and Dicer. In MM6 cells, both proteins are predominantly localized in the cytosol with less 5‐LO and Dicer inside the nucleus. Furthermore, an overlay of the 5‐LO and Dicer staining reveals a colocalization of both proteins within the cell (Figure 4C).

**FIGURE 4:**
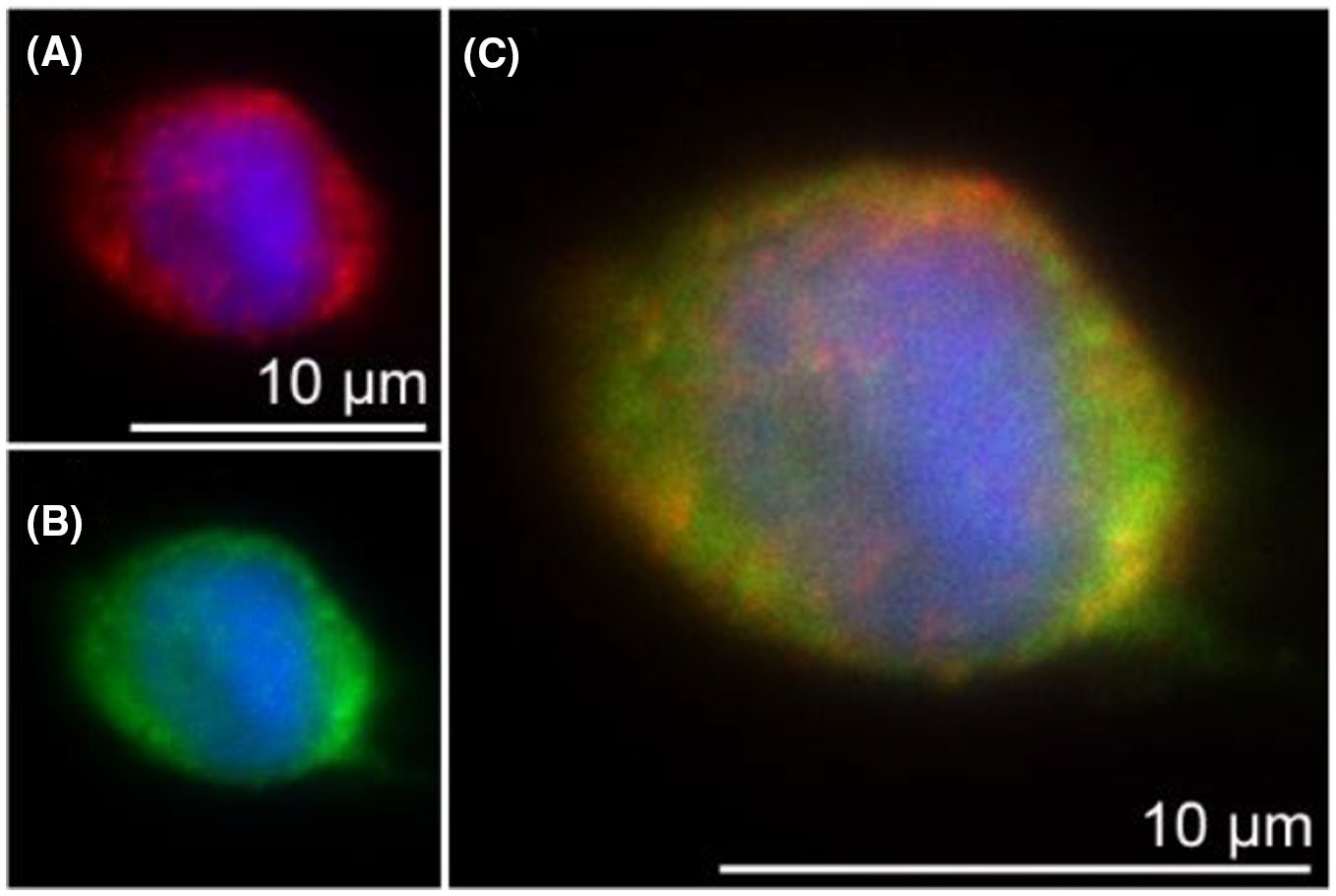
Colocalization of 5‐LO and Dicer. A‐C, Subcellular localization of 5‐LO and Dicer is monitored by indirect immunofluorescence microscopy in wild‐type MM6 cells, differentiated for 4 days with 1 ng/mL TGF‐β and 50 nM calcitriol. Cells were fixed, permeabilized, and incubated with antibodies against 5‐LO (Alexa Fluor 555, red) and Dicer (Alexa Fluor 488, green), DAPI was used to stain the nucleus. Images show single staining for 5‐LO (A), Dicer (B), or overlay of 5‐LO and Dicer (C). Results are representative for approximately 100 individual cells of three independent experiments. Scale bar represents 10 µm

To further confirm interaction of 5‐LO and Dicer in situ we performed a proximity ligation assays (PLA), a tool that monitors protein‐protein interactions within cells if the target proteins are in close proximity (<40 nm). The method is based on oligonucleotides attached to the respective secondary antibody. If both targets are in close proximity, the oligonucleotides ligate to new circular DNA. After amplifying the circular DNA and hybridizing it with a fluorophore, positive PLA signals are detectable by fluorescence microscopy.^30^, ^31^ Wild‐type MM6 cells display strong PLA signals upon differentiation (Figure 5A), whereas no signals were detected in 5LOΔ MM6 cells (Figure 5B). These findings substantiate the 5‐LO‐Dicer interaction and exclude false‐positive PLA signals evoked by unspecific antibody binding. Taken together, our results demonstrate that an in situ interaction of 5‐LO and Dicer occurs in intact differentiated MM6 cells.

**FIGURE 5:**
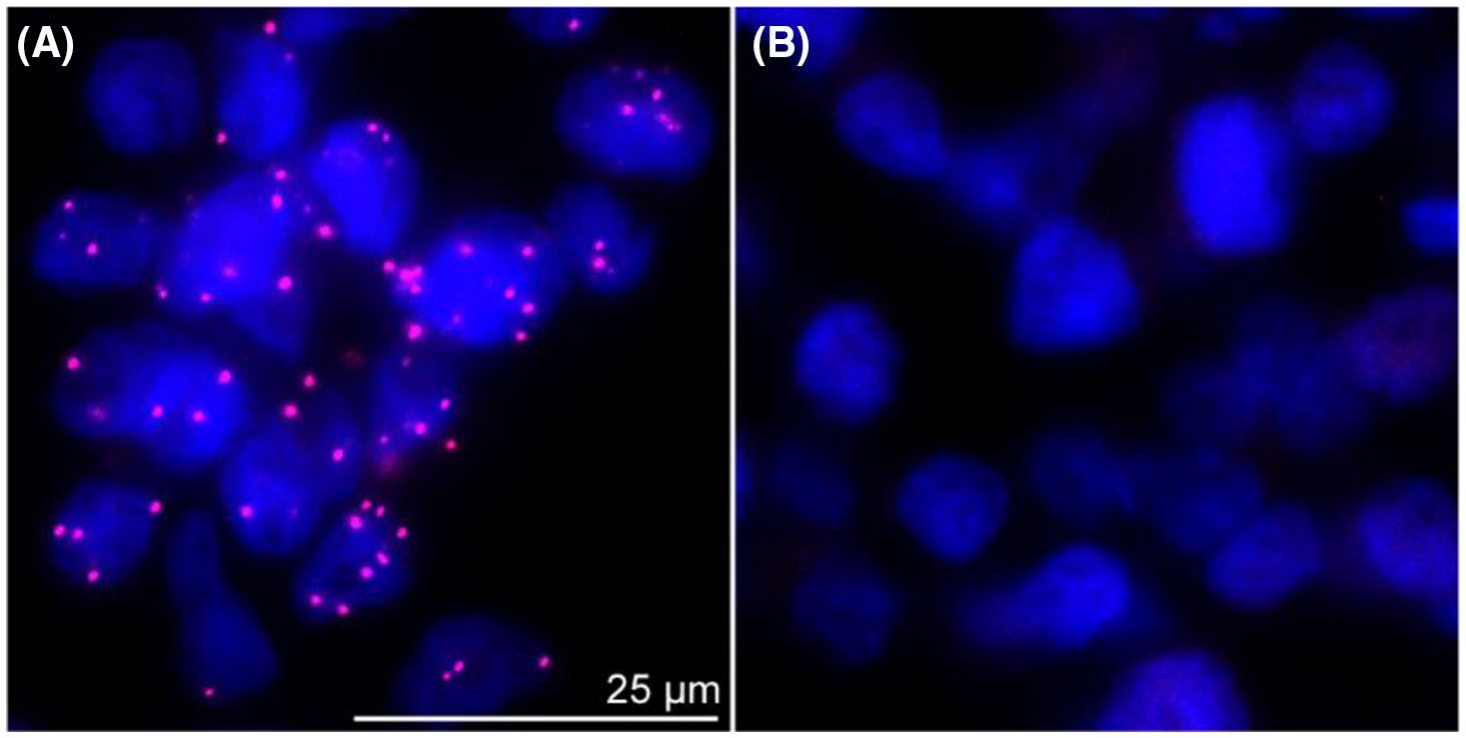
In situ interaction of 5‐LO and Dicer. A,B, In situ PLA was performed with differentiated wild‐type (A) and 5LOΔ MM6 cells (B), both differentiated with 1 ng/mL TGF‐β and 50 nM calcitriol for 4 days. Proximity probes against mouse anti‐5‐LO and rabbit anti‐Dicer were used. In situ PLA signals (magenta dots) visualize 5‐LO‐Dicer interactions and DAPI (blue) was used to stain the nucleus. Results are representative for approximately 100 individual cells of three independent experiments. Scale bar represents 25 µm

### 3.5 LPS does not modulate the 5‐LO effects on the miR‐99b/let‐7e/125a cluster

Previously, we found that in monocytic cells Dicer is constitutively cleaved into two fragments by a serine protease and that stimulation of monocytes and MM6 cells with LPS leads to upregulation of full‐length Dicer.^5^ In order to investigate whether the 5‐LO/Dicer interaction and the resulting modulation of miRNA expression depends on Dicer cleavage, wild‐type and 5LOΔ MM6 cells were differentiated and LPS (1 µg/mL) was added 6 hours before cell harvest. Then, RNA was extracted and the small noncoding RNAs were analyzed by next generation sequencing. 

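The data with LPS come from 3 further libraries of wild-type and 3 of 5-LOΔ MM6 cells, which were differentiated as above and given 1 µg/mL LPS, a bacterial cell wall component that activates monocytes, for the last 6 h. The authors deposited a separate table with the same columns. It lists 1139 noncoding RNAs, of which 262 are mature miRNAs, and the wild-type and knockout means summed to 9680900 and 10165615 normalized counts. The recovered size factors were 1.72, 1.07 and 0.665 for wild-type and 1.30, 0.835 and 0.812 for knockout libraries, so the largest wild-type library was 2.58 times as deep as the smallest. All values of at most 10 (361 and 352) again came out as whole reads in 1 way. Both tables hold 990 noncoding RNAs in common, 233 of them mature miRNAs. They share no library and were normalized separately, so the effect of the knockout was taken within each table and only these effects were compared. A test of whether LPS changes the knockout effect needs values of single libraries and was not run.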

Figure S3 shows a 2D plot where the Y‐axis illustrates the effects of 5‐LO knockout in LPS‐treated cells and the *x*‐axis displays the effects of 5‐LO knockout in cells without LPS treatment. As can be seen from Figure S3, most of the miRNAs, including miR‐99b, let‐7a, and miR‐125a locate close to the diagonal axis suggesting that LPS does not modulate the 5‐LO effects on the expression of this miRNA cluster.

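With LPS, miR-99b-5p had a log2 fold change of -2.19 (34.3 to 7.55 normalized counts) and an FDR of 0.0279 in the authors' deposited table. The value for miR-125a-5p was -1.45 (65.4 to 24.0 normalized counts), with an FDR of 0.0441 in the authors' deposited table. For let-7e-5p it was -1.66 (217 to 68.8) with an FDR of 0.0367, for let-7a-5p 0.61 (3329 to 5074) with 0.415, and for let-7b-5p 1.50 (47.9 to 136) with 0.0162, all from the authors' deposited table. miR-99b-3p had 8 reads in the wild-type libraries and was listed at 0 in knockout cells, so it has no place in such a plot. The difference between the effects with and without LPS was 0.02 for miR-99b-5p (95% counting interval -0.92 to 0.96), -0.11 for miR-125a-5p (-0.72 to 0.50), -0.19 for let-7e-5p (-0.52 to 0.13), -0.04 for let-7a-5p (-0.09 to 0.01) and -0.17 for let-7b-5p (-0.55 to 0.22). As the tables are scaled, each of these differences is within the counting error. Among the other 5p arms of the let-7 family, the effect was lower with LPS by more than the counting error for let-7f-5p (-0.12, from -0.16 to -0.08), let-7g-5p (-0.13, from -0.22 to -0.04) and let-7i-5p (-0.31, from -0.39 to -0.23). The same held for the 3p arm let-7d-3p (-1.36, from -2.49 to -0.22), whose log2 fold change was 0.52 without LPS and -0.84 with LPS. Without LPS its means were only 10.9 normalized counts in wild-type and 15.6 in knockout cells. The differences of the 3p arms let-7a-3p (-0.58, from -3.76 to 2.60) and let-7i-3p (-0.85, from -3.08 to 1.38) were within the counting error. Since the tables were normalized separately, small differences depend on the scaling between genotypes. With the genotypes of each table rescaled to equal sums of all means, those of let-7f-5p (-0.017) and let-7g-5p (-0.027) were within the counting error and that of let-7a-5p (0.068) was beyond it, and with equal mature miRNA sums let-7a-5p (-0.13, from -0.18 to -0.083), let-7f-5p and let-7g-5p were all beyond it. The difference of let-7i-5p stayed beyond it under both (-0.21 and -0.41), as did that of let-7d-3p, and those of miR-99b-5p, miR-125a-5p, let-7e-5p and let-7b-5p stayed within it. The interval for miR-99b-5p is wide, and a change of its effect within that interval was not detectable at this depth.
In the authors' deposited table with LPS, 5 mature miRNAs had an FDR under 0.05, of which let-7b-5p, let-7e-5p, miR-31-5p and miR-99b-5p are shared with the table without LPS and miR-125a-5p is not. An FDR under 0.05 in only 1 of the tables does not show that the effect differs. When the p-values of the authors' deposited table were adjusted over the mature miRNAs alone, 2 of the 5 stayed under 0.05 with LPS, let-7b-5p (0.0428) and miR-31-5p (1.02e-05), while miR-99b-5p (0.0535), let-7e-5p (0.0812) and miR-125a-5p (0.0812) did not. Over the other adjustments tried these 3 stayed under 0.05, with values from 0.0176 for miR-99b-5p upward, although a minimum mean of 50 leaves out miR-99b-5p and miR-125a-5p. Across the 176 mature miRNAs with a finite effect in both tables, Pearson's r was 0.374 and Spearman's rho 0.435, and 119 (67.6%) had the same sign. The effects lay within 1 log2 unit of each other for 144 miRNAs (81.8%). Among the 72 miRNAs with a mean of at least 50 normalized counts, r was 0.772, 54 had the same sign and all 72 lay within 1 log2 unit. These coefficients are taken across miRNAs, which are not independent replicates. At that level, 40 of the 72 differences exceeded the counting interval (33 or 43 under the rescalings), which leaves out the spread between replicates. From the position of most miRNAs near the diagonal, the paper proposes that LPS leaves the 5-LO effect on this cluster unchanged.

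**Figure D3:**
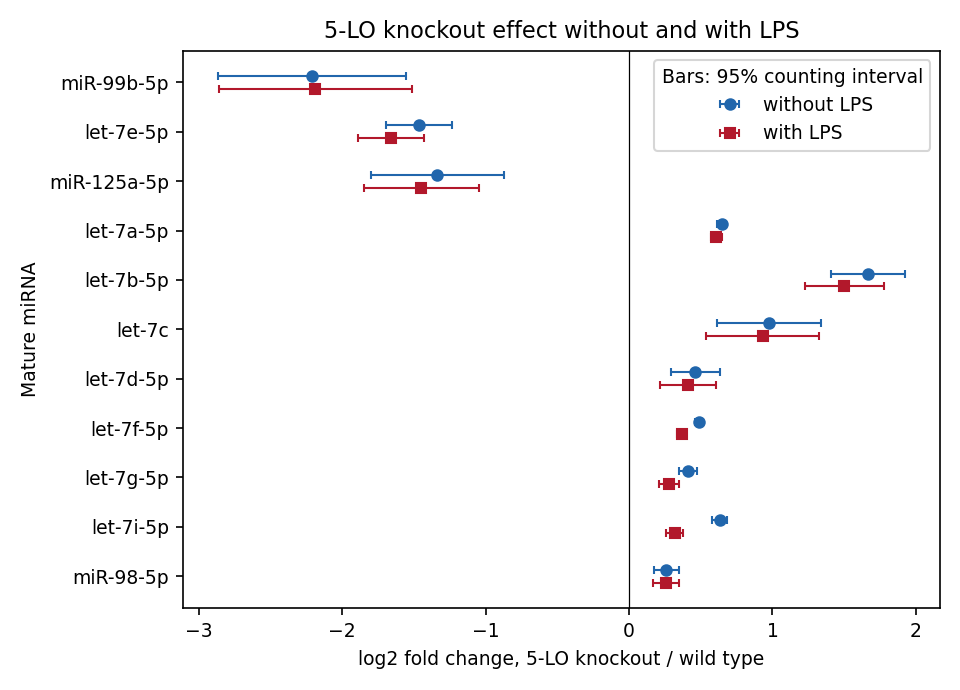
Log2 fold change of the cluster members and the let-7 family (5-LOΔ over wild type, horizontal axis) without LPS (blue circles) and with LPS (red squares). Bars are 95% counting intervals, which leave out the spread between replicates. Each of these miRNAs lies on the same side of 0 in both tables, and, as the tables are scaled, the bars overlap for all except let-7f-5p, let-7g-5p and let-7i-5p.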

### 3.6 5‐LO modulates precursor miRNA processing by Dicer 1650‐1912 in vitro

5‐LO seems to affect Dicer processing in a pre‐miRNA‐specific manner. To elucidate the effect of 5‐LO on pre‐miRNA processing by Dicer in a molecularly defined setting, in vitro Dicer cleavage assays were performed.^11^ Purified recombinant human Dicer 1650‐1912 fragment comprising the RNase IIIb motif and the dsRBD, which has been shown to interact with 5‐LO, was used for the enzymatic assay. This Dicer fragment is known to exhibit RNase III activity, but is not capable to produce small RNAs of one distinct size, instead several RNA fragments are formed.^11^ The organization of the pri‐miR 99b/let‐7e/125a cluster is shown in Figure 6B with the pre‐miRNA let‐7e indicated in color. Our results reveal that 5‐LO inhibits the cleavage of pre‐let‐7e by Dicer 1650‐1912 (Figure 6A lane 4‐9 and Figure 6C). The band intensity of the unprocessed precursor (blue arrow) increased with increasing 5‐LO concentrations, while products at 20 and 13 nt decreased (green arrows). We also examined the processing of the two other miRNAs of the cluster, pre‐miR‐125a and pre‐miR‐99b. In contrast to pre‐let‐7e, 5‐LO strongly enhances cleavage of pre‐miR‐125a (Figure S5, blue arrows) and slightly enhances the processing of pre‐miR‐99b concentration dependently. These two pre‐miR substrates were digested mainly to short fragments, as found before for pre‐let‐7a‐3.^11^ Thus, 5‐LO modulates in vitro Dicer RNase III activity in a pre‐miRNA‐specific manner and exerts different effects on the processing of the clustered precursors pre‐miR‐99b, pre‐let‐7e, and pre‐miR‐125a. 5‐LO inhibits pre‐let‐7e processing and stimulates processing of the pre‐miRNAs 125a and 99b.

**FIGURE 6:**
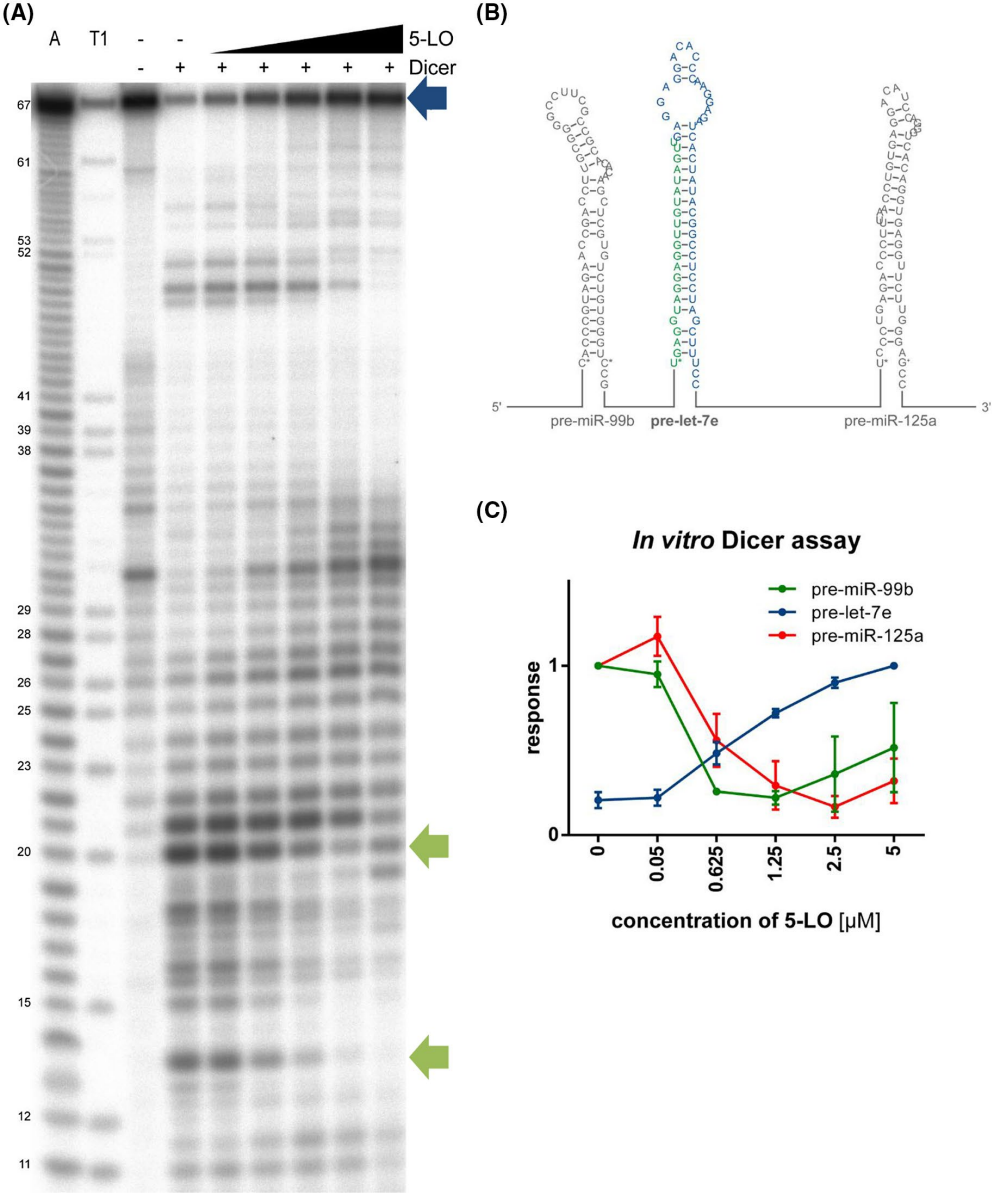
5‐LO modulates pre‐miRNA processing activity of human Dicer concentration dependently. A, Purified recombinant human Dicer 1650‐1912 fragment (0.05 µM) was incubated at 21°C for 5 minutes without or with increasing amounts of recombinant human 5‐LO (0.05, 0.625, 1.25, 2.5, and 5 µM) prior addition of ^32^P‐labeled pre‐let‐7e. After incubation at 37°C for 1 hour, samples were analyzed by denaturing PAGE and autoradiography. An alkaline (A, lane 1) and T1 ladder (T1, lane 2) were used as size markers. Full‐length pre‐let‐7e RNA is marked by a blue arrow, nucleotide positions with a decrease in band intensity are marked by green arrows. B, Schematic representation of the secondary structure of the pre‐miR‐99b/let‐7e/miR‐125a cluster. The pre‐miRNAs are shown with their exact base sequence. The sequences between the pre‐miRNAs are drawn as lines, the corresponding length is marked. C, Concentration‐response curve of the effects of 5‐LO protein on pre‐miR‐99b, pre‐let‐7e, and pre‐miR‐125a processing by Dicer 1650‐1912. For each pre‐miR substrate (compare Figures 6A and S5A,B), the values corresponding to either the lowest/highest 5‐LO concentration of the full‐length pre‐miRNA was set to 1. Results are shown as mean ± SE of three independent experiments

## 4 DISCUSSION

The miRNA pathway is crucial for posttranscriptional gene silencing and the fine tuning of gene expression. MiRNAs control physiological processes such as the maintenance of tissue homeostasis, cell proliferation and differentiation, as well as immune functions, just to mention a few. To avoid dysregulation of miRNA functions which can lead to severe human diseases, their biogenesis is tightly regulated at multiple levels.^1^ Here, we describe a novel regulation of miRNA processing by the enzyme 5‐LO which is involved in the biosynthesis of leukotrienes as part of the innate immune system.^32^ However, 5‐LO has also been associated with noncanonical functions, such as regulation of p53 as well as β‐catenin activity, suggesting that 5‐LO, which in many cells is found inside the nucleus, can also act as a regulator of gene transcription.^15^, ^33^, ^34^, ^35^ 5‐LO strongly induced the expression of the pri‐miRNA of the miR‐99b/let‐7e/miR‐125a cluster. Surprisingly, in contrast to our RNA‐Seq data, we did not observe a 5‐LO‐induced increase in mature let‐7e by qRT‐PCR in 5‐LO knockdown as well as 5‐LO knockout cells. The discrepancy between the RNA‐Seq and the qRT‐PCR experiments is unclear at the moment, one possible reason could be that the RNA‐Seq analysis for mature let‐7e is unspecific. Limitations of miRNA‐Seq and the value of confirmation by other methods have been discussed.^36^

The strong induction of the pri‐miRNA of the miR‐99b/let‐7e/miR‐125a cluster by 5‐LO lead to increased miR‐99b and miR‐125a levels but let‐7e expression was not affected. We observed that 5‐LO specifically inhibits the processing of pre‐let‐7e by Dicer, whereas the processing of the pre‐miRNAs‐99b and ‐125a was not inhibited but rather stimulated. Differentiation of MM6 cells with TGF‐β and calcitriol leads to the strong induction of 5‐LO expression^28^ which in turn promotes upregulation of miR‐99b and miR‐125a. However, the opposing effects of 5‐LO on the pri‐miRNA expression of the miR‐99b/let‐7e/miR‐125a cluster, and on the processing of pre‐let‐7e, result in quite constant let‐7e levels during differentiation of MM6 cells (Figure 7). This is of special interest since the miR‐99b/let‐7e/miR‐125a cluster was reported to be a pervasive regulator of the TLR pathway by directly targeting some of the mRNAs coding for proteins involved in signaling such as TLR4, CD14, and IRAK1.^37^ In cellular assays, it was found that the cluster inhibits the LPS‐dependent production of inflammatory cytokines such as TNFα and IL‐6.^37^ The cluster is known to have binding sites for SMAD, SP1, STAT3, and NFκB in the promoter which mediate responses to TGF‐β and TLR stimulation.^37^ Previous studies have shown that this miRNA cluster is involved in the coordination of the immune response and in the limitation of host defense reactions by maintaining the immune suppressive phenotype of antigen presenting cells.^38^

**FIGURE 7:**
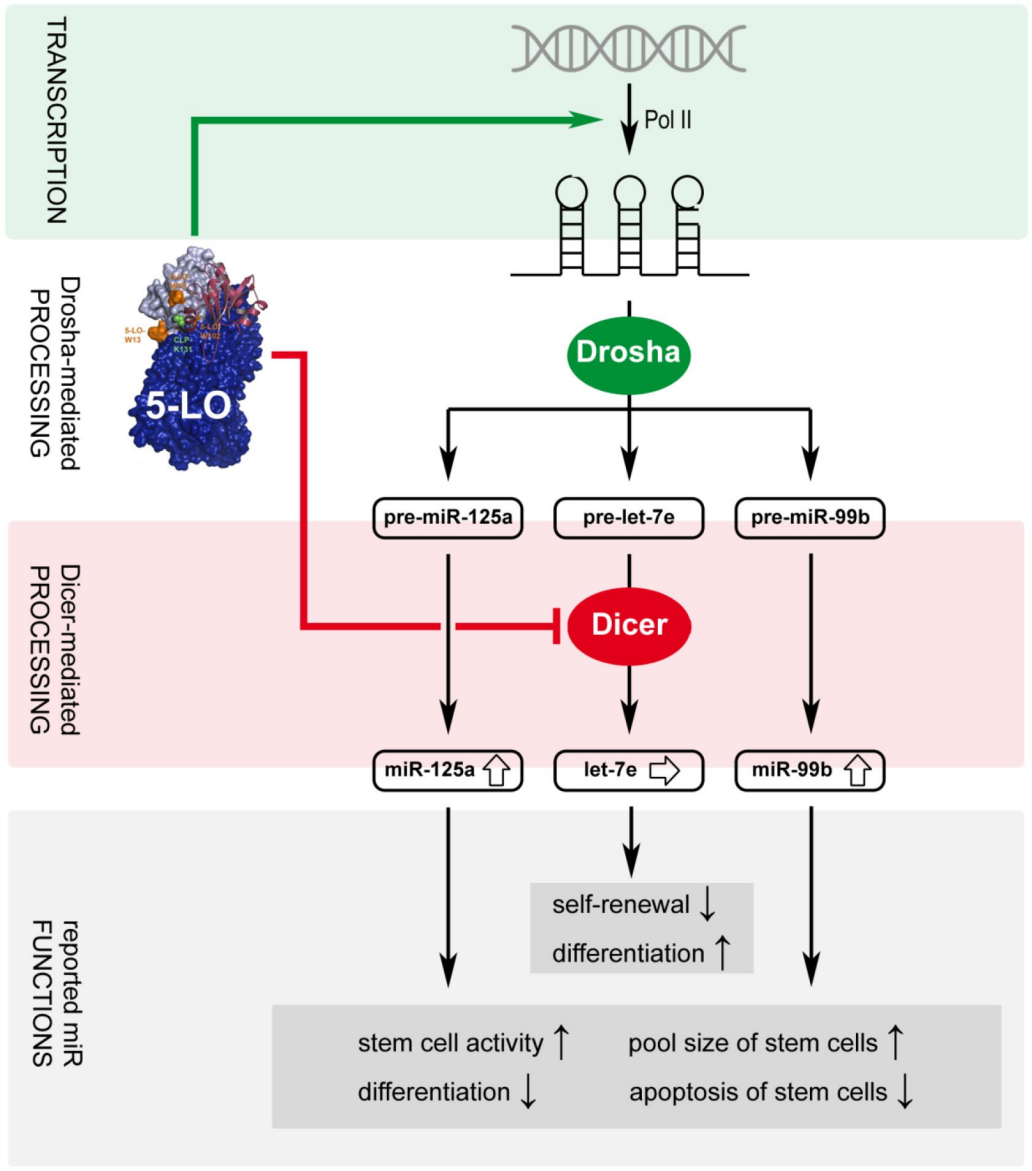
Model of the regulation of the miR‐99b/let‐7e/125a cluster by 5‐LO. 5‐LO strongly increases expression of the mRNA encoding the miR‐99b/let‐7e/125a cluster and specifically inhibits processing of pre‐let‐7e by Dicer. This leads to enhanced expression of miR‐99b and miR‐125a, whereas the let‐7e expression remains unchanged, so that 5‐LO changes the balance between let‐7e and miR‐99b/miR‐125a

Moreover, a high expression of the miR‐99b/let‐7e/miR‐125a cluster in hematopoietic stem cells and its downregulation upon differentiation was observed previously.^39^ MiR‐125a alone was shown to enhance stem cell activity and to retain cells in a primitive state.^39^ Furthermore, this miRNA was also shown to amplify the hematopoietic stem cell pool size via differentiation stage‐specific reduction of the hematopoietic stem progenitor cell apoptosis.^40^ Similarly, miR‐99 was identified to regulate normal and malignant hematopoietic stem cell renewal. It promotes long‐term reconstitution activity and inhibits cell differentiation.^41^ In contrast to miR‐125a and miR‐99b, let‐7 expression was found to increase upon cell differentiation.^42^ In the same study, let‐7 was found to downregulate self‐renewal and to induce multipotent differentiation of breast cancer stem cells.^42^ Furthermore, let‐7e is upregulated during myeloblast to monocyte differentiation.^43^ Our results now demonstrate a specific regulation of the expression of the individual members of the miR‐99b/let‐7e/miR‐125a cluster by 5‐LO, leading to enhanced levels of miR‐125a and miR‐99b and unaffected levels of let‐7e in MM6 cells. Given the opposing effects on stem cell functions of miR‐125a and miR‐99b, on the one hand, and let‐7e, on the other hand, their divergent regulation by 5‐LO seems to be a mechanism to change the physiological profile of this miRNA cluster and to promote maintenance of stem cells and to suppress cell differentiation.

This is supported by the observation that 5‐LO also prominently inhibits let‐7b expression. This miRNA is a well‐known suppressor of cell proliferation in a large variety of cell types.^27^

The upregulation of miRNAs which promote stem cell proliferation and inhibit cell differentiation as well as the inhibition of several let‐7 miRNAs which promote cell differentiation fit well to the observation that 5‐LO is expressed in hematopoietic stem cell compartments and that selective inhibition of 5‐LO impairs the stem cell capacity of PML/RARα‐positive HSPCs.^15^ Furthermore, 5‐LO is required for the aberrant self‐renewal capacity of leukemic stem cells. Knockout of 5‐LO in BCR/ABL transduced bone marrow cells completely prevented the development of chronic myeloid leukemia in mice.^16^ Interestingly, a direct interaction between enzymatically inactive 5‐LO (after treatment with inhibitors) and β‐catenin caused an inhibition of the WNT pathway. This was proposed as a mechanism for the effect of the inhibitors to reduce accumulation of β‐catenin in the nucleus, and thus, maintenance of cancer stem cell‐like cells.^15^, ^44^

Previous studies investigated how the miRNA processing activity of the key enzymes Drosha and Dicer is regulated by diverse proteins. For instance, TGF‐β and BMP (bone morphogenetic protein) signaling promotes expression of miR‐21 via recruiting the Smad signal transducer to the Drosha microprocessor complex facilitating pri‐miR‐21 cleavage.^45^ Furthermore, LIN28 prevents processing of pre‐let‐7 by Dicer. The RNA‐binding protein interacts with the terminal loop of pre‐let‐7 to induce its oligouridylation.^9^ KSRP also binds to the terminal loop of several pre‐miRNAs. However, instead of blocking the cleavage by Dicer, KSRP promotes the Dicer‐mediated cleavage of those pre‐miRNAs.^8^ Our data add another regulatory mechanism by identifying 5‐LO as a regulator of the processing of distinct miRNAs by Dicer. We demonstrate that 5‐LO interacts with Dicer in MM6 cells and that 5‐LO modulates in vitro Dicer activity in a pre‐miRNA‐specific manner. On the one hand, the Dicer cleavage of pre‐let‐7e was inhibited by 5‐LO concentration dependently. On the other hand, especially the processing of pre‐miR‐125a as well as of pre‐miR‐99b was augmented by 5‐LO also in a concentration‐dependent manner. Consequently, our study suggests that 5‐LO is a miRNA‐specific regulator of Dicer activity. Previous data have shown that 5‐LO directly binds to the C‐terminal dsRNA‐binding domain of Dicer^11^ and that the dsRNA‐binding domain is located close to the RNase IIIa/b domain which cleaves the miRNA substrate.^4^ Cryo‐EM analysis of a Dicer‐TRBP‐let‐7 complex revealed that the dsRNA‐binding domain interacts with the miRNA duplex of pre‐let‐7a‐1 and it was suggested that the Dicer dsRNA‐binding domain might be involved in substrate recruitment and processing.^4^ Therefore, it is tempting to speculate that the interaction of 5‐LO with the dsRNA‐binding domain of Dicer alters the substrate recognition so that the processing of pre‐let‐7e is inhibited.

We found recently that for monocytic cells including MM6, Dicer is subjected to an apparently constitutive proteolysis resulting ≈50 and ≈170 kDa fragments. Stimulation of differentiated MM6 cells with LPS or zymosan inhibited this proteolysis leading to abundant full‐length Dicer.^5^ It has been published that recombinant Dicer fragments containing the C‐terminal part have RNase III activity, mostly leading to products shorter than ≈22 nt.^3^, ^11^, ^46^ However, limited proteolysis of intact Dicer (with proteinase K) enhanced formation of 22 nt product in vitro.^11^, ^47^, ^48^ Furthermore, when recombinant Dicer fragments were combined in vitro, this resulted in 22 nt products and it was concluded that the C‐terminal part with both RNase III domains together with a part containing PAZ and DUF283 domains is required for formation of 22 nt products.^49^ In this study, the Dicer activity producing miRNAs in MM6 cells differentiated with only TGF‐β and calcitriol could be full‐length Dicer at very low levels, or fragments combining to an active Dicer enzyme. Interestingly, LPS treatment of MM6 cells which leads to the upregulation of full‐length Dicer did not change the effects of 5‐LO knockout on the expression of the members of the miR‐99b/let‐7e/miR‐125a cluster (Figure S3) which suggests that proteolytic cleavage of Dicer does not affect 5‐LO/Dicer interaction. Accordingly, differentiation of MM6 cells in presence of LPS upregulated miR‐99b and 125a, but less so for let‐7e (compare Figures 6A and S9 in ref.^5^), indicating that the inhibitory effect of 5‐LO on processing of pre‐let‐7e occurs also in cells expressing full‐length Dicer.

A previous study demonstrated that 5‐LO is targeted directly by the miRNAs miR‐19a‐3p and miR‐125b‐5p.^20^ Considering that miR‐125b‐5p and miR‐125a‐5p share the same seed sequence at the 5’ end of the miRNAs, it is possible that also miR‐125a‐5p targets 5‐LO enabling a regulation via a negative feedback loop.^50^ Our present study suggests that 5‐LO enhances the overall expression of miR‐125a‐5p. This effect may be limited under certain physiological conditions by such a feedback loop.

In summary, our study describes a novel role of 5‐LO in regulation of miRNA biogenesis on the transcriptional and posttranscriptional levels. In particular, our findings provide a new mechanism for a precise regulation of clustered miRNAs by the divergent inference of 5‐LO with different steps of miRNA generation. Additionally, the findings suggest an unexpected link between inflammation, miRNA biogenesis, and self‐renewal of blood cells.

## COMPETING INTEREST

All authors declare no competing interests.

## AUTHOR CONTRIBUTIONS

D. Steinhilber, O. Rådmark, B. Suess, and B. Samulesson planned the study. S. Uebbing, M. Kreiss, U. Garscha, O. Werz, D. Sürün, D. Basavarajappa, D. Steinhilber, O. Rådmark, B. Suess, and B. Samulesson planned experiments and interpreted data. S. Uebbing, F. Scholl, AK. Häfner, U. Garscha, and M. Kreiss performed experiments. S. Uebbing, O. Rådmark, B. Suess, and D. Steinhilber wrote the manuscript. All authors contributed to preparing the manuscript.

## Supporting information

Supplementary Material

How the deposited data were processed for this re-analysis (not part of the article)

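Small noncoding RNA of differentiated wild-type and 5-LOΔ MM6 cells was sequenced with and without LPS, with 3 libraries in each of the 4 groups (12 libraries). The samples were mapped to genotype, LPS and replicate from their labels and from sections 3.1 and 3.5 of the paper, and every sample could be mapped to a group. The labels do not name the clone of a knockout library. Samples of the groups carry the same replicate numbers, but the deposited columns are means over the libraries of a genotype and carry no replicate number.

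The authors deposited a table without LPS and a table with LPS. The signal columns of these tables hold the mean of normalized counts of each genotype, which the authors made by trimming the adapters of the library kit, annotating the reads against hg19 and normalizing with omiRas. The version, the aligner, the mismatches allowed and the scaling are not given in the sources used here. The log2 column deposited by the authors equals the log2 ratio of the knockout mean to the wild-type mean, with a largest difference of 1.1e-05 without LPS and 1.3e-05 with LPS. The p-value and FDR columns are those of the authors' comparison, whose test is not named in the paper's text. Recomputing the Benjamini-Hochberg adjustment over all noncoding RNAs of a table from the authors' p-values gave the deposited FDR within 4.4e-06 without LPS and 5.0e-06 with LPS. Each adjusted value therefore depends on the number of noncoding RNAs listed, including the precursor entries that count reads of the mature entries again.

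The planned analysis assumed values of single libraries. Since the tables hold means, the fallback written beforehand applied and no new test was fitted. Counts of changed RNAs are counts in the authors' deposited tables at an FDR under 0.05. Fold changes were computed from the means with no pseudocount, and a fold change is not given where a mean is listed at 0.

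Size factors were recovered from the means of at most 10 by searching for 3 steps whose whole multiples give every such value within the rounding of its 6 significant digits. For means from 10 to 20, the recovery was unique for 100% of the wild-type and 98.3% of the knockout values without LPS, and for 0% of the wild-type and 100% of the knockout values with LPS. Reads are quoted only where the recovery was unique. When values from 10 to 20 were moved off their printed values, whole reads still came out for 16.9% to 35.4% of them in the 4 groups, so recovered reads of that size rest on weaker evidence than those of smaller means. The recovery was tested on simulated tables of the same size. Among simulated means of at most 20, unique recoveries were right in 100% of cases in the 4 groups. Reads of larger means were also used where the recovery was unique, and those recoveries were not tested in this way. For RNAs with about 20 or more expected reads, the 95% counting intervals of the means covered the true value in 93.8% to 95.5% of cases. The counting intervals of log2 fold changes covered the true change for 96% of 200 changed RNAs without LPS and for 94.5% with LPS. These RNAs had simulated wild-type levels above 50 normalized counts. Lower levels, such as those of miR-99b-5p and miR-99b-3p, were not simulated for fold changes, so their intervals are approximate. Reads of the libraries carry no molecular identifiers that the tables show, so intervals cover counting error only.

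Exact binomial 95% intervals are given for the shares of ranked miRNAs that keep their sign, and other shares have none. The family median was set against 10000 random lists, in which each member was replaced by a draw from the 20 mature miRNAs nearest to it in mean expression (seed 1). Genes, exons and hairpin sequences were taken from GRCh37 with the GENCODE annotation lifted to that build, and positions count from 1. Of 314 names of mature miRNAs in the tables, 242 were matched to a gene symbol of this annotation, and 2 of these lie on an annotated snoRNA.

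The rule for naming miRNAs was fixed before the data were examined. It covered every mature miRNA the paper names for MM6 cells, the top and bottom 5 of Figure 1 as drawn (the values of the figure had been seen), and the 5 higher and 5 lower mature miRNAs, and 3 higher and 3 lower other noncoding RNAs, of largest change past the threshold. The part of the rule that asks for all 3 knockout libraries on one side of the wild-type libraries could not be applied to means and was dropped. The mature miRNAs under the FDR threshold beyond this rule are named without further values. The alternatives tried were scaling to equal sums of all means, scaling to equal sums of mature miRNAs, pseudocounts of 0.1, 1 and 10, minimum means of 10 and 50, adjustment over the mature miRNAs alone and, where reads were recovered in 1 way, leaving out each library. Leaving precursor entries out, leaving annotated snoRNAs out of the miRNAs, adding 1 to the means of single miRNAs and rescaling the differences between the effects with and without LPS were added after the data were seen. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used. The qRT-PCR, microscopy and Dicer cleavage experiments of the paper were not analysed here.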

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

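The tests on miR-31-5p, the test of scaling on the tRNAs and the choice of U95 without LPS and of HY3 were made after the results were seen, and the test of single libraries on the tRNAs was written before its result was seen.

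miR-31-5p, which the paper does not discuss, was listed at 0 in wild-type cells in both tables, while the authors' mean in 5-LOΔ MM6 cells was 9.70 normalized counts without LPS and 19.0 with LPS. Its FDR in the authors' deposited table was 0.0418 without LPS and 1.48e-05 with LPS, and over the mature miRNAs alone the former became 0.0543. With precursor entries left out it was 0.0402, and minimum means of 10 and 50 remove miR-31-5p. At the knockout level, 30.5 reads would be expected in the 3 wild-type libraries without LPS, which argues against the sampling of a rare miRNA as the cause. Reads were recovered in 6 of 6 knockout libraries (24, 4 and 5 without LPS, and 22, 13 and 20 with LPS), which argues against a single library as the source, although without the knockout library of the largest size factor the mean without LPS was 5.57. The knockout cells were expanded from single cells, so the origin of the clone could differ from the wild-type pool at this locus. This stays open, since 0 of the sample labels name a clone. MIR31 lies on the reverse strand of chromosome 9 from 21512114 to 21512184, in an intron of 21 of the 27 annotated transcripts of the lncRNA gene MIR31HG. An effect of the loss of 5-LO itself is not excluded and was not tested.

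tRNAs, which the paper does not analyse, were lower in knockout cells. Of the 54 tRNA entries with a finite log2 fold change in both tables, 50 were lower in both and 0 were higher in both, with medians of -0.69 without LPS and -1.16 with LPS. In the authors' deposited tables, 2 of these 54 had an FDR under 0.05 without LPS and 7 with LPS. Summed over the 29 tRNA entries with recovered reads in both genotypes, the highest knockout library without LPS had 276 normalized counts and the lowest wild-type library 299. With LPS, over 12 such entries, the highest knockout library had 33.8 and the lowest wild-type library 50.0. The gap without LPS is small, but with any 1 library left out the log2 ratio of the genotypes over these entries stayed at -0.53 or lower without LPS and at -1.15 or lower with LPS. This argues against a single library as the cause for these entries, which are those of few reads. The median over all 57 tRNAs without LPS lay -0.66 from the median over all noncoding RNAs, which argues against the scaling of the libraries, since 1 factor per library moves all RNAs alike. Under the scalings tried, 51 of the 54 were lower in both tables, and over all tRNAs the median was between -0.85 and -0.68 without LPS and between -1.41 and -1.16 with LPS. Near-identical tRNA copies can share reads, and the size selection and any degradation of the RNA were not tested and stay open, as does an effect of the genotype. tRNA-Ile-ATA was listed at 10.6 normalized counts in wild-type cells with LPS and at 0 in knockout cells. Without LPS it had 11, 8 and 10 reads in the wild-type libraries and 3, 0 and 0 in the knockout libraries.

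Among the piRNA entries, which the paper does not analyse, piR_016239 was lower in knockout cells in both tables, with a log2 fold change of -2.29 without LPS (26.7 to 5.46 normalized counts) and -2.85 with LPS (28.0 to 3.90). Its FDR in the authors' deposited table was 0.0130 and 0.00449. With LPS its knockout libraries held 4, 0 and 7 reads, and without the library of the smallest size factor its log2 fold change was -4.19. Without LPS, piR_020828 had a log2 fold change of -3.28 (14.6 to 1.50 normalized counts), with all 6 knockout reads in the library of the largest size factor, without which its knockout mean is 0. With LPS it had -1.32 (FDR 0.335 in the authors' deposited table). The other entries were also under an FDR of 0.05 in only 1 of the authors' deposited tables. piR_001184 had a log2 fold change of -2.26 (2958 to 617 normalized counts) without LPS and -1.89 (FDR 0.411) with LPS, piR_006001 had 1.84 (9.83 to 35.2) without LPS and, with the opposite sign, -0.11 (FDR 1) with LPS, and piR_015249 had -2.63 (26.8 to 4.34) with LPS and -0.73 (FDR 1) without LPS. The sign of piR_006001 with LPS depended on single libraries. Its log2 fold change was 0.22 without the knockout library of the largest size factor and 0.30 without that of the smallest. Without the remaining knockout library it was -1.34. Several piRNA entries of the tables join more than 1 name. Whether the reads of the piRNA entries stem from piRNAs or from fragments of other RNAs was not tested. No technical or biological explanation was tested for these entries.

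The snoRNA U95 and the scRNA HY3 had the lowest FDRs of all noncoding RNAs in the authors' deposited table without LPS, and both were singled out there for that reason after their values were seen. U95 had a log2 fold change of 1.61 (6773 to 20665 normalized counts, FDR 3.84e-09 in the authors' deposited table) without LPS and 1.07 (5624 to 11786, FDR 0.000861) with LPS. HY3 had a log2 fold change of -1.34 (3870 to 1526 normalized counts, FDR 3.05e-07 in the authors' deposited table) without LPS, and -0.83 with an FDR of 0.0736 in the authors' deposited table with LPS. No explanation was tested for either, and a difference of the knockout effect between the tables was not tested.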

How the results depend on the processing

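Leaving out precursor entries, leaving annotated snoRNAs out of the miRNAs, a pseudocount of 1 on single miRNAs and on the correlation, and rescaling the differences between the effects with and without LPS were tried only after the data were seen.

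The number of mature miRNAs with an FDR under 0.05, taken from the p-values of the authors' deposited tables, was 12 without LPS and 5 with LPS. Adjusting over the mature miRNAs alone left 7 and 2. The p-values were the same, so this follows from the set of RNAs adjusted over. The adjusted value depends on how many RNAs of the set have small p-values. With a minimum mean of 10 it was 17 without LPS, 11 of them shared with the 12, and 7 with LPS, 4 of them shared with the 5. With a minimum mean of 50 it was 15 and 6, of which 10 and 2 were shared. That filter removes miR-99b-5p and miR-125a-5p from the list. The number of all noncoding RNAs under 0.05 was 58 without LPS (28 higher and 30 lower) and 40 with LPS (6 higher and 34 lower). Without LPS a minimum mean of 10 gave 82 (43 higher and 39 lower), a minimum mean of 50 gave 77 (40 higher and 37 lower), and leaving out precursor entries gave 47 (19 higher and 28 lower). With LPS a minimum mean of 10 gave 62 (15 higher and 47 lower) and a minimum mean of 50 gave 52 (17 higher and 35 lower), with fewer RNAs in the adjustment, and leaving out precursor entries gave 43 (8 higher and 35 lower).

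The correlation of the knockout effects with and without LPS, 0.374 over 176 miRNAs, was 0.761 at a minimum mean of 10, 0.772 at a minimum mean of 50, and 0.987 over the 12 miRNAs past the threshold in at least 1 table, a set chosen on its own effects. With pseudocounts of 0.1, 1 and 10 over 233 miRNAs it was 0.274, 0.444 and 0.707. The filters remove miRNAs of few reads and a pseudocount shrinks their effects. Beyond this the cause was not tested.

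Scaling to equal sums of all means moved every log2 fold change by -0.17 without LPS and -0.07 with LPS, and scaling to equal sums of mature miRNAs by -0.15 and -0.24. The let-7 family median, 0.49 without LPS and 0.37 with LPS, became 0.31 and 0.30 under the former and 0.34 and 0.12 under the latter, and in each case 8 of 9 members were higher. The log2 change of the ratio of let-7e-5p to miR-99b-5p, 0.74 without LPS and 0.53 with LPS, became 0.031 and, with the opposite sign, -0.19 with a pseudocount of 10, which is larger than the knockout mean of miR-99b-5p. The mature miRNA share, which differed between genotypes by -0.0184 percentage points without LPS and 0.122 with LPS, differed by 0.0601 and 0.109 points without the miR-3607 entries, which changes the sign without LPS. For the log2 fold changes of single named miRNAs, 188 alternatives stayed within the counting interval, 27 moved beyond it and 2 changed sign. Both are values of miR-125b-2-3p with LPS, which went from 0.03 to -0.04 under scaling to all means and to -0.21 under scaling to mature miRNAs, within its counting interval.

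No paired analysis was possible because the deposited columns are means over the libraries of a genotype and carry no replicate number. For the same reason, tests fitted on single libraries over all noncoding RNAs, such tests with each library left out, a joint model with an interaction of genotype and LPS, the effect of LPS itself, permutation tests on ratios and shares, a set test on the let-7 family and other splits of the samples were not run. Leaving out each library was possible where reads were recovered in 1 way, and was done for a sum over tRNAs and for the named RNAs with such reads. For the named miRNAs, 88 log2 fold changes with 1 library left out stayed within the counting interval and 1 moved beyond it, that of miR-125a-5p without LPS, which was -2.32 without the knockout library of the largest size factor. With LPS, 8 of these values changed sign, all of 4 miRNAs of few reads without an FDR under 0.05 in the authors' deposited table. They are miR-125a-3p (-0.49, to 0.033, 0.091 and 0.091), miR-125b-2-3p (0.03, to -0.19 and -1.22), miR-197-3p (0.39, to -0.20) and miR-26b-3p (-0.28, to 0.31 and 0.31). The reads of let-7e-5p and let-7b-5p, and those of miR-99b-5p and miR-125a-5p in wild-type cells, were not recovered in 1 way, so these libraries could not be left out. A count test on the recovered reads was planned but not run, since the reads of a mean were recovered in 1 way mainly at low values, and a table of those RNAs alone would not hold the abundant ones. Depth limits the low values most. With a mean of at most 10, a value rests on a few reads in 3 libraries, and values of exactly 1 read are rarer than those of 2 in all 12 libraries.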

Differences from the paper's values

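The settings named here were fixed before the data were examined, and leaving out single libraries, fixed then too, was run on recovered reads only after the spread between the libraries was seen. The paper's qRT-PCR values were obtained with another assay and, by the figure legends, from cells differentiated for longer than those of Figure 1, which limits the comparison with the sequencing.

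By qRT-PCR the paper gives a 10-fold lower level of miR-99b-5p in 5-LOΔ MM6 cells, and the authors' sequencing means without LPS gave a 4.63-fold decrease. For miR-125a-5p the paper gives a 5-fold decrease and the sequencing means gave 2.52. For let-7e-5p the paper's level is about 100% of wild type in Fig. 3A, read by eye, and the sequencing gave 36.2%. For let-7b-5p the paper's level is about 1900% of wild type in Fig. 3D, read by eye, and the sequencing gave 317%. For all 4 miRNAs, scaling to equal sums of all means, scaling to equal sums of mature miRNAs and pseudocounts of 0.1 and 10 left the difference in place. For miR-99b-5p these settings gave from 2.60 to 5.22, for miR-125a-5p from 1.98 to 2.85, for let-7e-5p from 32.1% to 39.3% and for let-7b-5p from 281% to 317%. Leaving out the knockout library of the largest size factor brought miR-99b-5p to a 7.17-fold decrease, less than 1.5 times from the paper's value, and miR-125a-5p to 5.00, the paper's value. Leaving out each of the other 2 knockout libraries left the gap, with 4.49 and 3.49 for miR-99b-5p and 2.20 and 1.87 for miR-125a-5p. No library could be left out for let-7e-5p and let-7b-5p. These values rest on few reads, and which library is closer to the qRT-PCR samples is not known. For let-7a-5p the paper's level is about 230% of wild type in Fig. 3D, read by eye, and the sequencing gave 156%, which is less than 1.5 times apart. The gap was larger than that under scaling to all means (139%) and to mature miRNAs (141%), and not with pseudocounts of 0.1 and 10. Of these 5 miRNAs, let-7e-5p was lower by sequencing only, and the other 4 had the direction of the qRT-PCR.

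The number of noncoding RNAs, the share of mature miRNAs and the log10 fold changes of the cluster, of let-7a-5p, let-7b-5p and miR-577 in Figure 1 match those computed from the tables.

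The paper presents both strands of miR-99b as similarly affected and the strongest decrease. Both had the lowest finite values, but miR-99b-3p rests on 17 reads in all and has an FDR of 0.716 in the authors' deposited table. The paper names miR-125a-5p as affected by the knockout. Its log2 fold change was -1.34 without LPS, with an FDR of 0.269 in the authors' deposited table, and its FDR was under 0.05 only with LPS (0.0441). The paper's text describes Figure 1 as showing all identified miRNAs and its legend gives a selection of 100, whereas the table lists 285.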

Other observations

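The tests on let-7e-5p, on miR-99b-5p between libraries, on RNA carried over into a knockout library and on single reads were chosen after the results were seen, while the tests of counting noise in the ranking and of the spread of miR-125a-5p were written before.

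Whether the largest fold changes of the ranking reflect counting noise was examined with the table with LPS, which shares no library with the table without LPS. Of the ranked miRNAs with fewer than 20 reads, 28 had a finite effect in both tables and 18 of these (64.3%, exact 95% interval 44.1% to 81.4%) kept their sign. Of those with 20 reads or more, 40 of 46 kept it (87.0%, 73.7% to 95.1%). The interval of the former includes the 50 percent that chance alone would give, so counting noise could account for much of the weakly supported part, and the number of miRNAs is too small to tell. Both intervals treat the miRNAs as independent. All miRNAs share the libraries and the scaling of their table, so the intervals are only a rough guide.

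let-7e-5p was lower in knockout cells by sequencing and unchanged in the paper's qRT-PCR. Reads of other let-7 miRNAs assigned to let-7e-5p would carry the change of their source. The other 8 family members were higher in knockout cells, with log2 fold changes from 0.26 to 1.67 without LPS and 0.26 to 1.50 with LPS. let-7e-5p had -1.46 and -1.66. This argues against such reads as the cause of its fall, although the spread between replicates is not known. Whether any such reads were assigned to let-7e-5p stays open. Detection of let-7a-5p by the let-7e-5p assay is a possible explanation for the qRT-PCR result on that arm. In the sequencing means, 5.73% of let-7a-5p would suffice to cancel the fall of let-7e-5p. The paper's qRT-PCR also covered let-7e-3p, an arm of another sequence. After normalization to the primary miRNA, the paper gives a similar rise in knockout cells for both arms. Detection of let-7a-5p would not account for the let-7e-3p result. For let-7e-5p no value here decides whether let-7a-5p was detected, because the cross-detection of its assay was not analysed.

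The knockout libraries without LPS differed in miR-125a-5p. Its dispersion index over the 3 libraries (variance over the value expected from counting) was 12.6, at percentile 100 of 111 other noncoding RNAs with at least 20 recovered reads, and 0 of these had as large a value. By the threshold set beforehand this would exclude a spread common to these libraries, but miR-125a-5p was chosen because it spread, so a common spread cannot be told apart from one of its own. miR-99b-5p had an index of 3.19, at percentile 65.8, and 38 of the 111 had as large a value, so its spread is in line with that of the other RNAs. A candidate source of the high miR-125a-5p in the library with the largest size factor is wild-type RNA. Noncoding RNAs with at least 20 recovered knockout reads were grouped by the table with LPS, and if it were the source, the 29 that were lower in knockout cells there by at least 1 log2 unit would be higher in this library than the 8 that were higher there by as much. The medians of the log2 ratio of this library to the mean of the other knockout libraries differed by 0.081 (bootstrap 95% interval -1.39 to 0.84). Single RNAs go both ways. Of the reads of miR-31-5p, which is at 0 in wild-type cells, this library held 24 of 33, while all knockout reads of miR-99b-3p (3), miR-361-3p (5), piR_020828 (6) and tRNA-Ile-ATA (3), which are lower in knockout cells, came from it. Wild-type RNA in this library therefore stays open. A biological difference between the cultures or clones was not tested.

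Over the 12 libraries, mature miRNAs with a mean of at most 10 had 41 values of exactly 1 read, 346 of exactly 2 and 117 of exactly 3, and in all 12 libraries values of 1 were rarer than values of 2. A candidate explanation is that sequences seen once in a library were left out before counting. The pattern was noticed in these values and the paper's text does not describe such a step, so this stays open. If it holds, low means and values listed at 0 would understate rare miRNAs.

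Among the snoRNAs, the HBII-52 copies moved together and were chosen after their values were seen. Of 40 copies with a finite value in both tables, 39 were higher in knockout cells in both, with median log2 fold changes of 0.49 without LPS and 0.54 with LPS. Under the scalings tried, 36 or 37 were higher in both. The copies are near-identical and can share reads, so they are not 40 separate observations. Of the 24 HBII-85 copies, 1 was higher and 11 were lower in both tables, or 15 lower under either scaling. In the authors' deposited tables, 2 of the HBII-52 copies had an FDR under 0.05 without LPS and 1 with LPS.

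Of the paralogous clusters named with let-7a and let-7c, let-7c had a log2 fold change of 0.98 without LPS (30.6 to 60.1 normalized counts) and 0.93 with LPS (26.7 to 50.9), with FDRs of 0.112 and 0.130 in the authors' deposited tables. miR-99a-5p had at most 0.499 normalized counts in any group. miR-125b-2-3p, at the upper end of the ranking with 2.62 without LPS, had 0.03 with LPS (95% counting interval -1.37 to 1.43). All 3 of its wild-type reads without LPS came from 1 library, without which its wild-type mean is 0, and with LPS its value was -1.22 without the knockout library of the largest size factor.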
